# Endurance training in early life results in long‐term programming of heart mass in rats

**DOI:** 10.14814/phy2.12720

**Published:** 2016-02-18

**Authors:** Glenn D. Wadley, Rhianna C. Laker, Glenn K. McConell, Mary E. Wlodek

**Keywords:** Endurance training, fetal programming, heart hypertrophy

## Abstract

Being born small for gestational age increases the risk of developing adult cardiovascular and metabolic diseases. This study aimed to examine if early‐life exercise could increase heart mass in the adult hearts from growth restricted rats. Bilateral uterine vessel ligation to induce uteroplacental insufficiency and fetal growth restriction in the offspring (Restricted) or sham surgery (Control) was performed on day 18 of gestation in WKY rats. A separate group of sham litters had litter size reduced to five pups at birth (Reduced litter), which restricted postnatal growth. Male offspring remained sedentary or underwent treadmill running from 5 to 9 weeks (early exercise) or 20 to 24 weeks of age (later exercise). Remarkably, in Control, Restricted, and Reduced litter groups, early exercise increased (*P *<* *0.05) absolute and relative (to body mass) heart mass in adulthood. This was despite the animals being sedentary for ~4 months after exercise. Later exercise also increased adult absolute and relative heart mass (*P *<* *0.05). Blood pressure was not significantly altered between groups or by early or later exercise. Phosphorylation of Akt Ser^473^ in adulthood was increased in the early exercise groups but not the later exercise groups. Microarray gene analysis and validation by real‐time PCR did not reveal any long‐term effects of early exercise on the expression of any individual genes. In summary, early exercise programs the heart for increased mass into adulthood, perhaps by an upregulation of protein synthesis based on greater phosphorylation of Akt Ser^473^.

## Introduction

Babies born small for gestational age have a higher risk of developing cardiovascular disease, hypertension, insulin resistance, and type 2 diabetes in adults (Barker et al. 1989; Eriksson et al. 2000; Storgaard et al. 2006). In humans, uteroplacental insufficiency is the major cause of fetal growth restriction in developed countries (Barker et al. 1989; Eriksson et al. 2000; Storgaard et al. 2006). Our group and others have found that restriction of growth in prenatal life induced by a model of uteroplacental insufficiency adversely impacts on later cardiovascular and metabolic health including increased rates of hypertension (Vickers et al. 2000; Wlodek et al. 2007, 2008; Black et al. 2012), glucose intolerance (Siebel et al. 2008), and myocardial insulin resistance (Tsirka et al. 2001). Our group has also found that fetal growth restriction adversely impacts the heart during postnatal development, with lower cardiomyocyte number (Black et al. 2012) and reduced cardiac expression of genes involved in mitochondrial metabolism, glucose transport, and oxidative stress (Wadley et al. 2013). In normal birth weight adult rats (~6 months old), endurance training significantly increases heart mass and enzyme activity of proteins involved with antioxidant defense and mitochondrial energy production (Hickson et al. 1979, 1983; Lennon et al. 2004). Whether endurance exercise training can increase the heart mass in rats exposed to uteroplacental insufficiency has to our knowledge yet to be examined.

Moderate intensity endurance training has been shown to lower blood pressure in hypertensive patients (Fagard 2005, 2006; Fagard and Cornelissen 2007) and rats (Tipton et al. 1987, 1991). The effect of exercise to reduce blood pressure in humans and rats is partly a consequence of physiological cardiac hypertrophy resulting in increased stroke volume and reduced heart rate. There have also been varied effects reported on cardiac output and total peripheral resistance (Tipton et al. 1991; Pluim et al. 2000; McMullen and Jennings 2007) as well as possible increases in vascular compliance (Green et al. 2011). Whether endurance training can reduce adult hypertension in rats exposed to uteroplacental insufficiency is unknown.

In humans, a large scale prospective study reported higher physical activity levels before or after puberty being associated with lower prevalence of hypertension (and diabetes) in adulthood (Fernandes and Zanesco 2010). Importantly, current adult physical activity levels were not related to these outcomes (Fernandes and Zanesco 2010). Somewhat related, we recently reported that a few weeks of endurance training early in life (from 5 to 9 weeks of age) restored a ~45% deficit in pancreatic *β*‐cell mass in adulthood in growth restricted male rats (Laker et al. 2011). Together these findings suggest that early‐life exercise training can provide beneficial health outcomes in adulthood and that tissues adversely affected by fetal growth restriction can potentially be “reprogrammed” by early‐life exercise. Therefore, the aim of this study was to examine if early‐life endurance training could increase heart mass and normalize the hypertension we have previously observed in the adult heart from growth‐restricted male rats (Wlodek et al. 2008; Black et al. 2012).

## Materials and Methods

### Ethical approval

All experimental procedures were approved by The University of Melbourne Animal Experimentation Ethics Sub‐Committee and conducted in accordance with accepted standards of humane animal care.

### Animal procedures

The animals used in this study are a subset of a cohort previously published in Laker et al. (Laker et al. 2011) and in the current study we investigated the effects of exercise training on male offspring only. Briefly, Wistar Kyoto rats (9–13 weeks of age; *n* = 75 total) were obtained for breeding purposes from the Australian Resource Centre (Murdoch, WA, Australia) and provided with a 12‐h light–dark cycle with access to standard rat chow and water ad libitum.

Since we have previously shown that reductions in litter size independently programs postnatal growth restriction and hypertension in males (O'Dowd et al. 2008; Wlodek et al. 2008), all comparisons were made between offspring of sham‐operated controls of normal litter size (Controls) and a separate group of postnatal growth restriction induced by reduced litter size, which underwent sham surgery (termed Reduced litter), and litters exposed to uteroplacental insufficiency (termed Restricted), who have both prenatal and postnatal growth restriction.

On day 18 of gestation pregnant rats underwent bilateral uterine vessel ligation surgery or sham surgery under anesthesia with an intraperitoneal injection of ilium xylazil‐20 (10 mg kg^−1^) and ketamine (50 mg kg^−1^) (Restricted group; *n* = 25) (O'Dowd et al. 2008; Wlodek et al. 2008; Laker et al. 2011). At birth (day 22), half of the sham‐operated mothers (litter size 10–14) had their litter size randomly reduced to five pups (termed Reduced litter) to match that of the Restricted litters (litter size ~5) (O'Dowd et al. 2008; Wlodek et al. 2008; Laker et al. 2011). Males from the same litter were allocated to different treatment groups and up to three males were used from each litter. At 5 weeks of age, male offspring from each experimental group (Control, Restricted, and Reduced litter, *n* = 40 in each group) were allocated to one of the following exercise treatments: remained sedentary with postmortem (PM) at 9 or 24 weeks, early exercise training (from 5 to 9 weeks of age) with PM at 9 or 24 weeks, or later exercise training (from 20 to 24 weeks of age) with PM at 24 weeks (*n* = 8 males/group) (Wlodek et al. 2008; Laker et al. 2011). Body weight at day 1 was taken as the average of all males in each litter. Individual body weight was measured on days 6 and 14 and weeks 5, 9, 12, 16, 20, and 24.

### Exercise training

Exercise training involved treadmill running 5 days per week for 4 weeks as described previously (Laker et al. 2011, 2012). Running duration progressively increased from 20 up to 60 min, with the treadmill speed set at 15 m min^−1^ for the first week and 20 m min^−1^ thereafter (Laker et al. 2011, 2012).

### Systolic blood pressure measurements by tail cuff plethysmography

Systolic blood pressure was measured by noninvasive tail cuff plethysmography at 9, 16, 20, and 24 weeks of age. Tail cuff plethysmography was used as it allows for repeated measures to be made over an extended period of time in the same rat and is relatively high throughput (Wlodek et al. 2007, 2008; Black et al. 2012). Conscious rats were individually housed in a small cage (16 × 33 × 13 cm^3^) and gently warmed under mild heat lamps. The tail cuff was fitted around the upper part of the tail with the pulse transducer (ADIntruments Pty. Ltd., Castle Hill, NSW, Australia) positioned just below, directly aligned against the caudal artery. Measurements were collected 8–10 times consecutively for each rat in order to reduce the initial effects of stress on the systolic blood pressure values. Systolic blood pressure was determined as the mean of up to the last five consistent measurements. Cuff pressure and caudal artery pulse signals were logged by the digital recording system Powerlab4 (ADInstruments) connected to the software program LabChart6 (ADInstruments).

### Preparation of rat tissue

At 9 or 24 weeks of age rats were killed with an intraperitoneal injection of ilium xylazil‐20 (30 mg kg^−1^) and ketamine (225 mg kg^−1^). The rats in the 9‐week‐old early exercise and 24‐week‐old later exercise groups were killed 72 h following the last bout of treadmill running. The whole heart was rapidly excised (Wadley et al. 2013), weighed, snap‐frozen, and crushed into a powder in liquid nitrogen and then stored at −80°C for later analysis.

For analysis of total protein content, frozen heart tissue was homogenized in ice‐cold lysis buffer (20 *μ*L buffer/mg muscle; 50 mmol L^−1^ Tris at pH 7.5 containing 1 mmol L^−1^ EDTA, 10% vol/vol glycerol, 1% vol/vol Triton X‐100, 50 mmol L^−1^ NaF, 5 mmol L^−1^ Na_4_P_2_O_7_, 1 mmol L^−1^ DTT, 1 mmol L^−1^ PMSF, and 5 *μ*L mL^−1^ protease inhibitor cocktail [P8340; Sigma, St. Louis, MO]) and then the protein concentration of the homogenate was determined using the bicinchoninic acid protein assay (Pierce, Rockford, IL) and BSA was used as the standard. For immunoblotting analysis the remaining homogenate was centrifuged at 16,000 *g* for 20 min at 4°C and the protein concentration of the supernatant was determined using the bicinchoninic acid protein assay (Pierce, Rockford, IL) and BSA was used as the standard.

Total RNA was extracted from frozen heart with Trizol and DNase on‐column digestion (Invitrogen, Melbourne, Australia) as described previously (Wadley and McConell 2010).

### Immunoblotting

Total lysates were solubilized in Laemmli sample buffer. Equal amounts of total protein (20 *μ*g) were separated by SDS‐PAGE and electrotransfer of proteins from the gel to PVDF membranes. The mouse monoclonal antibody for phospho‐Akt Ser^473^ (pSer^473^ Akt) was from Cell Signaling Technology (Hertfordshire, England). Binding was detected with IRDye^™^ 680‐conjugated anti‐mouse IgG (Molecular Probes, Eugene, OR) fluorescent antibody via infrared detection (Odyssey Imaging system, LI‐COR Biosciences, Lincoln, NE). Membranes were then reprobed with rabbit polyclonal Akt antibody (Cell Signaling). Binding was detected with IRDye^™^ 800‐conjugated anti‐rabbit IgG (Rockland, Gilbertsville, PA). As a loading control, blots were reprobed with anti‐*α*‐tubulin mouse monoclonal antibody (Sigma). A three‐point standard curve (e.g., 10 *μ*g, 20 *μ*g, and 40 *μ*g of total protein from one sample) was run on every membrane to confirm a 100% increase in protein loaded resulted in a 100% increase in signal intensity for all proteins of interest (Mollica et al. 2009).

### Microarray

Whole‐genome DNA microarray including data transformation and ANOVA analysis was completed in the whole heart by the Australian Genome Research Facility (Parkville, Victoria, Australia) using the Illumina direct hybridization assay. The quality and quantity of RNA was ascertained on the Agilent Bioanalyser 2100 using the NanoChip protocol. A total of 500 ng of RNA was labeled using the Ambion Total Prep RNA amplification kit (Ambion). A total of 1.5 *μ*g of amplified RNA was then prepared for hybridization to the Ilumina Rat Expression Beadchip by preparing a probe cocktail (cRNA @ 0.05 *μ*g *μ*L^−1^) that includes GEX‐HYB Hybridization Buffer (supplied with the beadchip). A total hybridization volume of 30 *μ*L was prepared for each sample and 30 *μ*L loaded into a single array on the Ilumina Rat Expression Beadchip. A total of six different labeled samples can be loaded into six individual arrays per beadchip. The chip was then hybridized at 58°C for 16 h in an oven with a rocking platform. After hybridization, the chip was washed, coupled with Cy3, and scanned in the Illumina iScan Reader. The scanner operating software, GenomeStudio, converts the signal on the array into a TXT file for analysis.

Raw signal intensity values were subject to variance stabilization transformation including background correction, log2 transformation, and variance stabilization using the lumiR package of R Bioconductor (www.Bioconductor.org). (Du et al. 2008; Lin et al. 2008). ANOVA analysis of normalized probe intensities values was performed in Partek^®^ Genomic Suite^™^ software, version 6.6 (Partek Inc., St. Louis, MO). ANOVA was used to calculate significance of variation in normalized expression values between sample groups, fold change of gene expressions was calculated as mean ratio. Probes with an unadjusted *P* value of 0.05 or less and an absolute fold change of <0.75 or >1.25 or more were defined as differentially expressed. Gene‐set enrichment analyses (GSEA) entailing gene ontology (GO) was performed on the list of differentially expressed Illumina probes (representing genes) using Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.7 (http://david.abcc.ncifcrf.gov) (Huang et al. 2008; da Huang et al. 2009). The microarray data were prepared according to Minimum Information About Microarray Experiment (MIAME) recommendations and deposited into the National Center for Biotechnology Information Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75781) with accession number GSE75781.

### Real‐time PCR

Real‐time PCR was conducted to validate the gene expression findings from our microarray data in Control rats and to also extend our findings to the Restricted and Reduced litter rats. Four differentially expressed genes identified in the array as having >1.25‐fold expression in both early and later exercise groups (compared to sedentary) were selected for real‐time PCR analysis in 24‐week‐old rats (Table 6). In addition, cytochrome c oxidase subunit IV and creatine kinase were also selected for real‐time PCR analysis due to them being metabolic genes found to be differentially expressed in the array with >1.25‐fold expression in the later exercise group (compared to sedentary) and expected to be increased in the adult heart following endurance training (Echegaray and Rivera 2001; Qi et al. 2011).

RNA concentration was determined by spectrophotometric analysis and first‐strand cDNA was generated from 0.5 *μ*g RNA using a commercially available kit, including treatment with RNaseH (Invitrogen, Melbourne, Australia). Real‐time PCR using SYBR^®^ Green chemistry was performed as described previously (Wadley et al. 2013) using the MX3000p thermal cycler system (Stratagene, Amsterdam, The Netherlands). Primer sequences for ras homolog family member A (Rhoa, NM_057132.3) were 5′‐GGTTTATGTGCCCACGGTGT‐3′ and 5′‐TACCGGCTCCTGCTTCATTTT‐3′; for secreted phosphoprotein 1, also known as osteopontin (Spp1, NM_012881.2) were 5′‐CAGAGGAGAAGGCGCATTACA‐3′ and 5′‐AATCCTCGCTCTCTGCATGG‐3′; for creatine kinase, muscle (Ckm, NM_012530.1) were 5′‐ACAGCAAAGACAGACACTCAGG‐3′ and 5′‐GAACTTGTTGTGGGTGTTGC‐3′; for superoxide dismutase 3, extracellular (Sod3, NM_012880.1) were 5′‐CTTGGGAGAGCTTGTCAGGT‐3′ and 5′‐CACCAGTAGCAGGTTGCAGA‐3′; for cytochrome c oxidase subunit IV isoform 1 (Cox4i1, NM_017202.1) were 5′‐GTGCTGATCTGGGAGAAGAGCTA‐3′ and 5′‐GGTTGACCTTCATGTCCAGCAT‐3 and for beta actin (Actb, NM_031144) were 5′‐GACAGGATGCAGAAGGAGATTACT‐3′ and 5′‐TGATCCACATCTGCTGGAAGGT‐3′. The mRNA of each gene was normalized to the absolute cDNA content in each sample that was determined using an OliGreen assay with an oligonucleotide standard (Invitrogen) as described previously (Wadley et al. 2013). This is a suitable method of normalization that avoids the many problems associated with “housekeeping genes” (Lundby et al. 2005; Wadley et al. 2013).

### Statistical analyses

For weights, immunoblotting, and real‐time PCR measures, two‐way ANOVA was performed to determine main effects of experimental group and exercise treatment. If this analysis revealed a significant interaction, specific differences between mean values were located with Bonferroni post hoc analysis in SPSS. If a main effect was observed, Bonferroni's multiple comparisons test were performed where appropriate. Data are presented as mean ± SE and *P *<* *0.05 was considered statistically significant.

## Results

### Body and dorsal fat weights

The body weight and dorsal fat weight represent a subset of the data previously published in Laker et al. (Laker et al. 2012). The litter size was significantly lower (*P *<* *0.05) in bilateral uterine vessel ligation (Restricted) rats compared with sham‐operated Controls (5.6 ± 0.5 vs. 8.2 ± 0.7, respectively). Restricted offspring had significantly lower birth weight compared with Controls and Reduced litters (3.63 ± 0.06 g vs. 4.31 ± 0.03 g and 4.43 ± 0.04 g, respectively). Restricted offspring remained lighter (*P *<* *0.05) than Controls throughout life (Laker et al. 2012). Reduced litter offspring accelerated their growth such that they were heavier (*P *<* *0.05) than Controls from 16 weeks of age onward (Laker et al. 2012). Body weight was not significantly altered by early or later exercise (Laker et al. 2012). At 9 weeks of age, relative dorsal fat mass was significantly lower in both Restricted and Reduced litter offspring compared with Controls and there was no effect of early exercise (Laker et al. 2012).

### Blood pressure

Blood pressure was not significantly different in Restricted or Reduced litter rats compared with Controls at any age, nor was blood pressure significantly altered by early or later exercise (Fig. 1 and data not shown).

**Figure 1:**
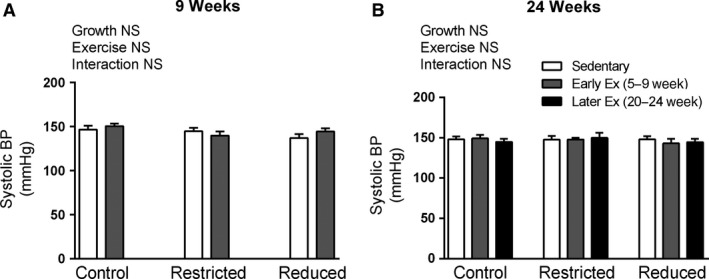
Systolic blood pressure (BP) at 9 and 24 weeks of age (A and B, respectively). Data are presented as mean ± SEM (*n* = 10–12/group). Early exercise (Early Ex) and later exercise (Later Ex).

### Heart weight

At 9 weeks of age, absolute heart weight was significantly lower in Restricted rats (*P *<* *0.05, Fig. 2A, main effect for growth), although this was due to a reduced body weight, since relative heart weight was not significantly different between Control, Restricted, and Reduced litter groups (Fig. 2B). Furthermore, early exercise did not alter either absolute or relative heart weight at 9 weeks of age (Fig. 2A and B, respectively).

**Figure 2:**
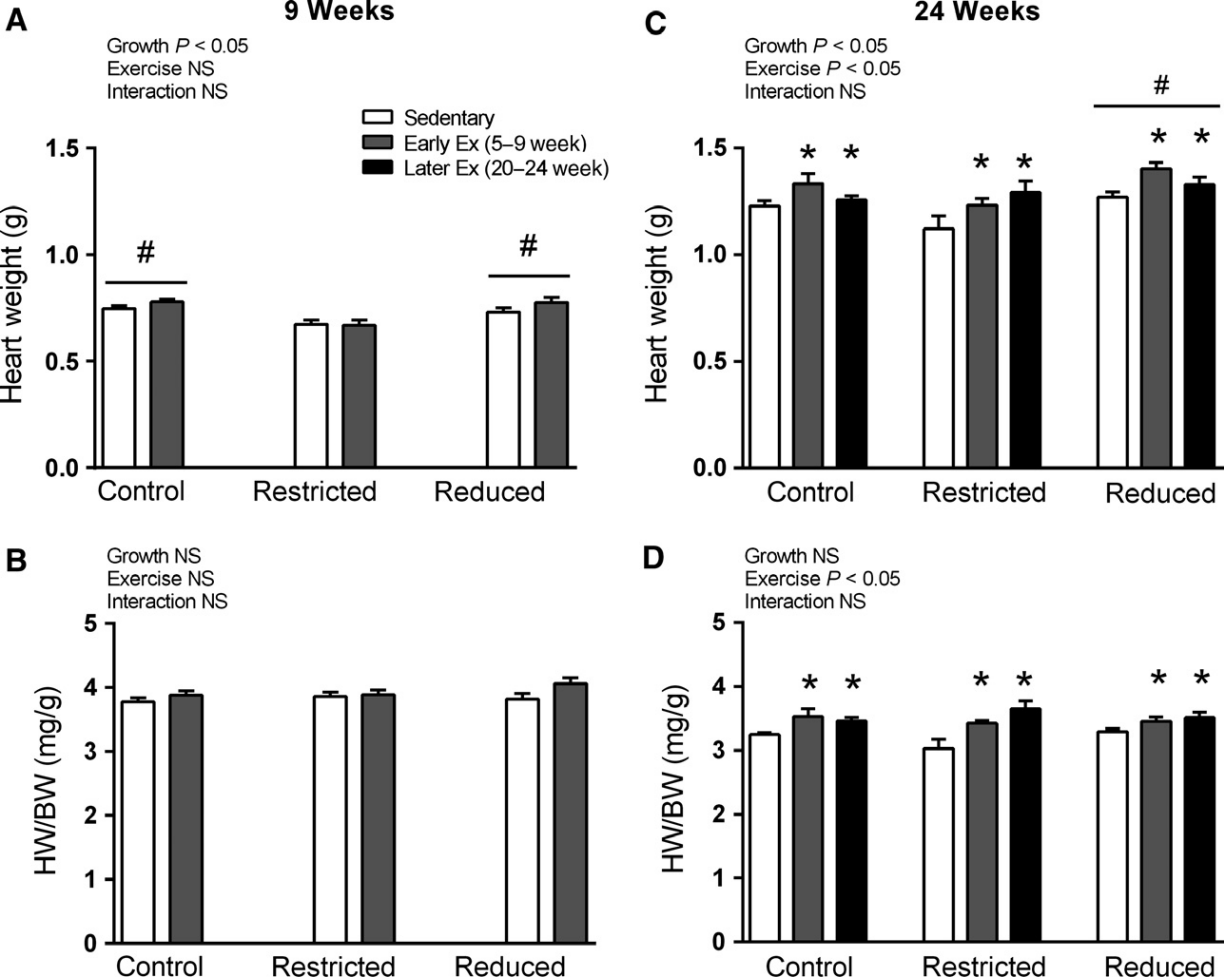
Absolute heart weight at 9 and 24 weeks of age (A and B, respectively). Relative heart weight normalized to body weight at 9 and 24 weeks of age (C and D, respectively). Data are presented as mean ± SEM (*n* = 10–12/group). Early exercise (Early Ex) and later exercise (Later Ex). *P <* *0.05 versus Sedentary*,* ^#^ *P *<* *0.05 versus Restricted (Bonferroni comparisons of main effects).

At 24 weeks of age, both early and later exercise significantly increased absolute and relative heart weight (*P* < 0.05, main effect for exercise, Fig. 2C and D, respectively). The Reduced litter rats had significantly higher absolute heart weights (*P *<* *0.05, Fig. 2C, main effect for growth), although when normalized to body weight there were no significant differences between Control, Restricted, and Reduced litter groups (Fig. 2D).

### Heart protein and RNA content

At 24 weeks of age, the percentage of total protein in the heart was significantly lower in Restricted and Reduced litter rats compared to Controls (*P* < 0.05, main effect of growth, Table 1). Furthermore, neither early nor later exercise significantly altered the percentage of total protein in the hearts from Control, Restricted, and Reduced litter groups (Table 1). The RNA content in the heart was not significantly different between Control, Restricted, and Reduced litter groups, nor did early or later exercise alter RNA content (Table 1).

**Table 1:** Protein and RNA content in whole heart from 24‐week‐old rats

Group	Exercise treatment	Heart protein (% wet wt)	Heart RNA (*μ*g g^−1^ wet wt)
Control	Sedentary	16.7 ± 0.5	270 ± 25
	Early exercise	17.0 ± 0.7	281 ± 16
	Later exercise	18.5 ± 0.6	245 ± 15
Restricted	Sedentary	16.1 ± 0.5^a^	252 ± 19
	Early exercise	15.9 ± 0.5^a^	259 ± 31
	Later exercise	15.7 ± 0.5^a^	291 ± 30
Reduced litter	Sedentary	16.4 ± 1.0^a^	241 ± 28
	Early exercise	15.3 ± 0.6^a^	284 ± 36
	Later exercise	15.0 ± 0.9^a^	228 ± 21

Data presented as mean ± SE (*n* = 7–10 per group).

a *P* < 0.05 versus Control (Bonferroni comparisons of main effects).

### Akt phosphorylation and protein abundance in the heart

At 24 weeks of age, both the phosphorylation and protein abundance of Akt were significantly higher in the early exercise compared to the later exercise groups (*P *<* *0.05, main effect for exercise, Fig. 3A and B, respectively). Furthermore, even when normalized to Akt protein abundance, the phosphorylation of Akt Ser^473^ was significantly higher in the early exercise groups compared to the later exercise groups (*P *<* *0.05, main effect for exercise, Fig. 3C). Tubulin protein abundance was not significantly different in any group for any treatment (data not shown).

**Figure 3:**
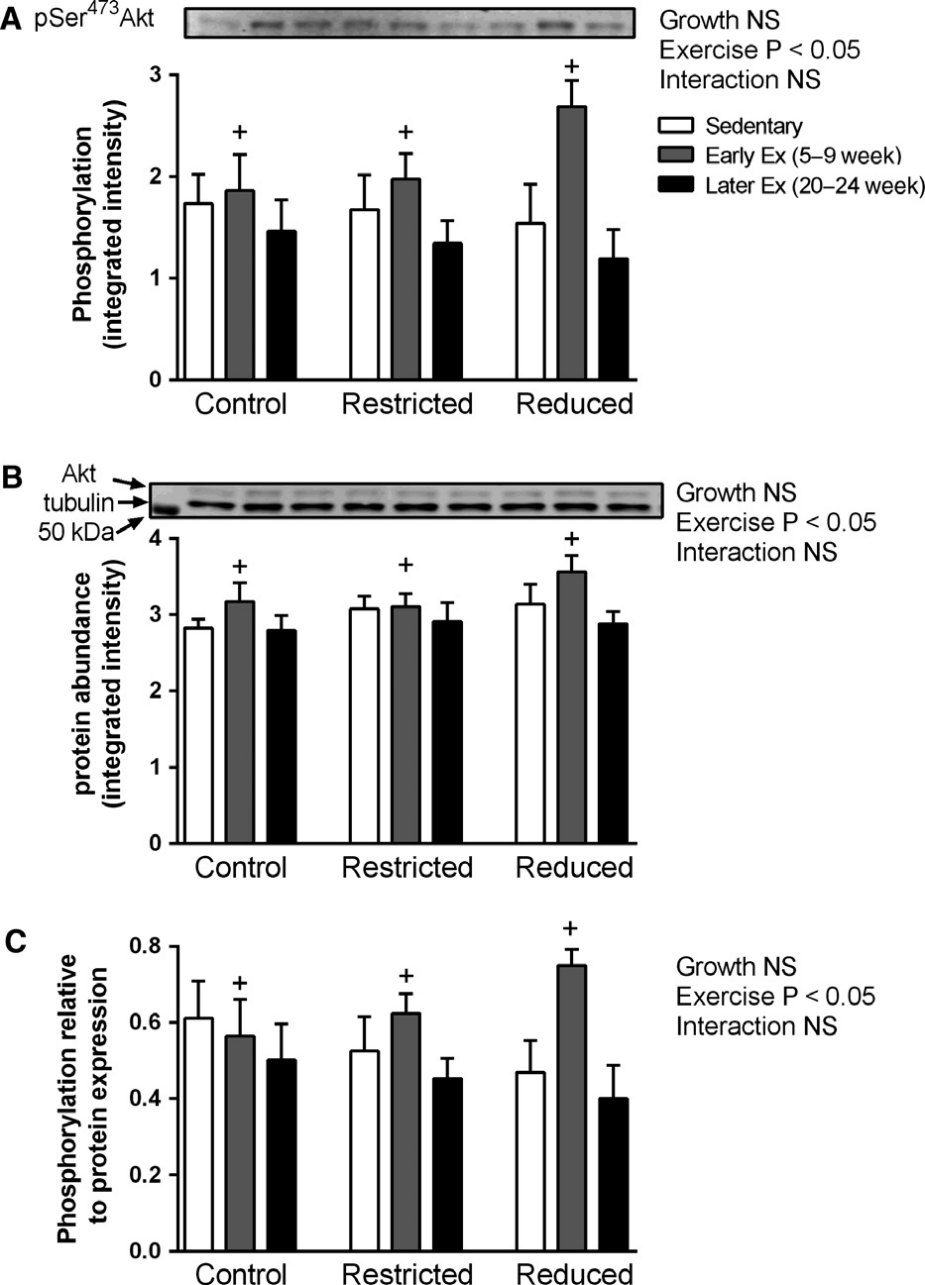
Whole heart (A) phosphorylation of Akt Ser^473^ (pSer^473^ Akt), (B) Akt (top band) and tubulin (lower band) protein abundance, and (C) pSer^473^ Akt normalized to Akt, in adult 24‐week‐old rats. Western blots are representative from one rat from each treatment group that was run on the same gel. Values are mean ± SEM;* n *=* *8 for all groups. Early exercise (Early Ex) and later exercise (Later Ex). ^+^ *P *<* *0.05 versus Later Ex (Bonferroni comparisons of main effects).

### Microarray for control rats

To investigate the molecular pathways that early exercise might be regulating the increased heart mass in adulthood we performed microarray analysis. 

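The microarray data hold 1 heart array from each of 36 Control rats, male offspring of sham-operated mothers. Of these, 7 were sedentary and 7 early exercise rats killed at 9 weeks of age, and 7 were sedentary, 8 early exercise and 7 later exercise rats killed at 24 weeks. Tables 2, 3 and 5 give 7 rats per group and do not say which of the 8 early exercise rats was left out, so all 8 were used here. Early training ran from week 5 to week 9 and later training from week 20 to week 24, and the hearts of rats killed at the end of training were taken 72 h after the last bout. By the sample labels the arrays sat on 3 chips of 12, each with rats of all 5 groups, whereas the methods of the paper give 6 arrays per beadchip, and chip here means that of the labels.
The files give a raw signal intensity and a detection score for each of 22523 probes. The signal was corrected for background by the normexp method, an offset of 16 was added, and the arrays were quantile normalized and put on the log2 scale. Probes detected on at least 7 arrays were kept: 10956 probes, of which 8038 carry the symbol of 7904 genes. A linear model of the 5 groups was fitted with limma, p was adjusted over all probes by the Benjamini-Hochberg method, and counts below are of probes.
Before normalization the hearts of later exercise rats gave dim arrays, with a mean raw signal of 315 to 709 (median 578) against 715 to 1307 (median 897) in sedentary rats of the same age. The ratio was 0.583 (two-sided exact permutation p = 0.000583, the smallest that 7 against 7 rats allow, and 0.00175 adjusted over 3 comparisons), and it was 0.583, 0.602 and 0.468 on chips 1, 2 and 3. Early exercise rats of 24 weeks lay between, at 571 to 831 (median 779), which is 0.806 of sedentary (exact p = 0.0315, adjusted p = 0.0315), with ratios of 0.661, 1.05 and 0.708 on the 3 chips. Later exercise arrays had 0.723 of the early exercise signal (exact p = 0.00995, adjusted p = 0.0149, and 0.882, 0.571 and 0.660 on the 3 chips). At 9 weeks the range was 470 to 1214 (median 815) in sedentary and 613 to 962 (median 762) in early exercise rats. Between 8625 and 10244 probes were detected per array, with group medians of 9938 (sedentary, 9 weeks), 9890 (early exercise, 9 weeks), 9594 (sedentary, 24 weeks), 9665 (early exercise, 24 weeks) and 9345 (later exercise). The number of arrays, 7 or 8 per group, limits the precision of each fold change.

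**Figure D1:**
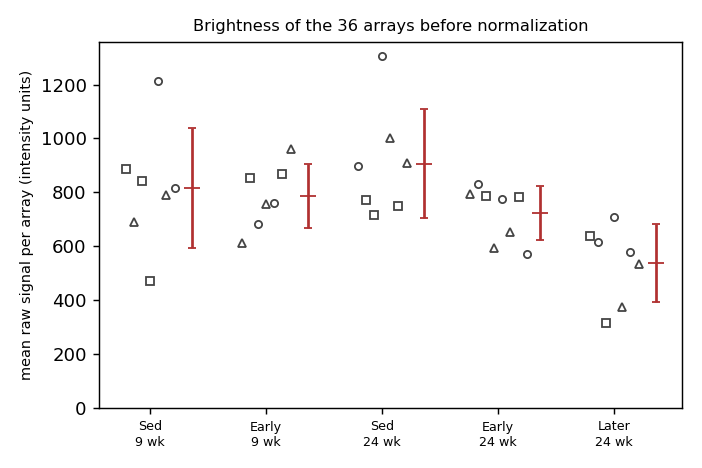
Mean raw signal of each of the 36 heart arrays before normalization, by group. Each symbol is 1 rat: circles, chip 1; squares, chip 2; triangles, chip 3. Red bars give the group mean ± SD, n = 7 rats per group and 8 early exercise rats at 24 weeks.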

Due to the large number of groups and because the heart mass response to training was similar in the three groups (Control, Reduced litter, and Restricted) we chose to perform microarray in the Control (sedentary, early, and later exercise) animals only. At 9 weeks of age, 21 genes were identified as being differentially expressed in sedentary versus early exercise rats, with 19 having increased expression and 2 having reduced expression following early exercise (Table 2). 

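The 9-week-old hearts of early exercise rats differed from sedentary hearts by small amounts, and no probe passed an adjusted p of 0.05 in limma. Dynlt1, a light chain of the dynein motor, had 1.36 times the sedentary signal (log2 fold change 0.44, standard error 0.10, adjusted p = 0.313, n = 7 rats in each group). Eef1b2, a subunit of translation elongation factor 1, stood at 1.28 times (log2 0.36, standard error 0.088), the DNA repair genes Mgmt and Inip at 1.37 and 1.25 times. Mtch1, a protein of the outer mitochondrial membrane, stood at 1.60 times (log2 0.67, standard error 0.17), with log2 fold changes of 0.084, 0.84 and 0.97 on chips 1, 2 and 3. On the lower side were the tRNA synthetase Eprs1 (0.714 times, log2 -0.49, standard error 0.12), Cand1, which exchanges the adaptors of ubiquitin ligases (0.750), and the deubiquitinase Usp9x (0.723). Ero1a, an oxidase of the endoplasmic reticulum, had 0.738 times the sedentary signal, and Anks1a 0.722 with its probe detected in 3 of 7 early exercise hearts. Of the genes at the ends of Table 2, Fmc1, an assembly factor of the mitochondrial ATP synthase, had 1.52 times the sedentary signal and LOC364105 1.38. The pacemaker channel Hcn2 had 0.657 (log2 -0.61, standard error 0.24), the calcium release channel Ryr2 0.660 (log2 -0.60, standard error 0.26) and RGD1563867 0.722. The adjusted p of these genes ran from 0.313 for Dynlt1 to 0.576 for Ryr2. At an unadjusted p below 0.05, 868 of 10956 probes differed. With the fold limits of the paper added (below 0.75 or above 1.25), 119 probes were higher and 18 lower, and 118 of these 137 had the same sign on all 3 chips. That count was 32 without background correction, 284 with arrays scaled to a common median (275 higher, 9 lower) and 261 with a length score of the arrays as a covariate, chosen after seeing the data (114 higher, 147 lower), where the median size of the 137 went from 0.38 to 0.28 and 136 kept their direction.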

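Sets of related genes moved together by small amounts in the 9-week-old hearts after early exercise, and no single member passed an adjusted p of 0.05 in limma. Of 56 ribosomal protein genes 51 had a fold change above 0 (median log2 0.10, camera adjusted p = 8.34e-07 over 35 lists, adjusted p = 0.208 with an estimated correlation), among them Rpl31 (1.31 times the sedentary signal, log2 0.39, standard error 0.10, n = 7 rats in each group), Rpl7a (1.15), Rplp1 (1.15) and Rpl21 (1.15). Adjusted over that list alone, 1 gene rose. Genes with very long transcripts lay lower, 18 of 19 below 0 (median log2 -0.17, adjusted p = 8.32e-05, adjusted p = 0.313 with an estimated correlation), with Birc6, an inhibitor of apoptosis, at 0.769 times, the fibrillin gene Fbn1 at 0.805 and the filamin gene Flnc at 0.846. Over the 36 arrays, with group means removed, the ribosomal and the very long transcript means ran against each other (Pearson r = -0.761, permutation p = 1e-05, the smallest possible, and Spearman rank correlation -0.763, permutation p = 1e-05, 1 relation tested). Without the 2 arrays farthest from the median r was -0.684, on chips 1, 2 and 3 it was -0.644, -0.623 and -0.739, and with chip removed -0.672. One list joined genes of the citric acid cycle with those of pyruvate dehydrogenase and its regulators and with Nnt, and is called citric acid cycle genes throughout. They were lower in 20 of 25 cases (median log2 -0.10, adjusted p = 8.32e-05, adjusted p = 0.313 with an estimated correlation): Sucla2 0.869 times, Dlat 0.848, Idh2 0.816 and Sdha 0.880. Glycolytic genes were lower in 17 of 22 (median log2 -0.09, adjusted p = 0.0159, adjusted p = 0.313 with an estimated correlation), with the glycogen phosphorylase Pygb at 0.833 times and the phosphofructokinase Pfkp at 0.894. Calcium handling and ion channel genes were lower in 20 of 26 (median log2 -0.07, adjusted p = 0.0267, adjusted p = 0.317 with an estimated correlation), with the calcium channel subunit Cacna2d1 at 0.813 times and the sodium pump subunit Atp1b1 at 0.886. Sarcomere genes were lower in 18 of 28 (median log2 -0.06, adjusted p = 0.0421, adjusted p = 0.313 with an estimated correlation and 0.101 with chip as a block), with the Z-disc gene Ldb3 at 0.788 times and the M-band gene Myom2 at 0.802. Interferon and MHC class I genes were lower in 24 of 28 (median log2 -0.21, adjusted p = 8.32e-05, adjusted p = 0.549 with an estimated correlation), with RT1-A1 at 0.802 times, the transcription factor Stat2 at 0.774, RT1-S3 at 0.779 and Ifi27 at 0.828, and with chip means of -0.41, -0.03 and -0.30. Oxidative phosphorylation (adjusted p = 0.947), fatty acid oxidation (0.140), hypertrophy-associated fetal programme (0.968) and insulin-like growth factor genes (0.947) did not move as lists. With arrays scaled to a common median the citric acid cycle and sarcomere lists turned direction (adjusted p = 0.993 and 0.787), and the glycolysis (0.672) and ion channel lists (0.0626) no longer passed. Gene ontology categories were not tested here.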

At 9 weeks of age, there were no gene ontology (GO) categories found to be overrepresented.

**Table 2:** List of DNA microarray differentially expressed genes in 9‐week‐old hearts from Control rats in the sedentary versus early exercise rats; >1.25 fold change. A fold change >1 indicates higher expression in sedentary versus early exercise rats. *N* = 7 rats per group

Illumina #	Gene symbol	Fold change Sedentary versus Early Ex	*P* value
ILMN_1360881	MGC112899	1.45	0.0023
ILMN_1350984	Mtch1	1.43	0.0002
ILMN_1360804	LOC364105	1.36	0.0023
ILMN_1364330	Rad23a	1.36	0.0219
ILMN_1355133	RGD1565319_predicted	1.36	0.0008
ILMN_1352142	C1qb	1.32	0.0118
ILMN_1371456	Cfd	1.31	0.0057
ILMN_1376746	Gng10	1.31	0.0008
ILMN_1350882	Eef1b2_predicted	1.30	0.0001
ILMN_1374391	Rhoc_predicted	1.29	0.0004
ILMN_1373883	S100a11	1.29	0.0007
ILMN_1374995	Srp19_predicted	1.28	0.0053
ILMN_1352889	Dynlt1	1.28	0.0001
ILMN_1363374	RGD1566189_predicted	1.28	0.0285
ILMN_1367581	RGD1560687_predicted	1.27	0.0379
ILMN_1366645	RGD1562315_predicted	1.27	0.0042
ILMN_1372866	Slc25a20	1.26	0.0014
ILMN_1373042	Sharpin	1.26	0.0015
ILMN_1374010	RGD1561310_predicted	1.26	0.0086
ILMN_1350868	Hcn2	0.75	0.0204
ILMN_1363201	RGD1563867_predicted	0.74	0.0217
ILMN_1361942	LOC689560	0.74	0.0307

At 24 weeks of age, 43 genes were identified as being differentially expressed in early exercise versus sedentary rats, with 35 having increased expression and 8 having reduced expression following early exercise (Table 3). 

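In the 24-week-old hearts the early exercise rats differed from sedentary rats by small amounts, with a smallest adjusted p of 0.0924 in limma. Naa30, the catalytic subunit of an N-terminal acetyltransferase, had 0.742 times the sedentary signal (log2 fold change -0.43, standard error 0.086, n = 8 early exercise and 7 sedentary rats). The endosomal gene Zfyve16 stood at 0.711 times (log2 -0.49, standard error 0.10), the ubiquitin ligase Ube4a at 0.741, Akap9, a scaffold of protein kinase A, at 0.704, and Nnt, the transhydrogenase that makes NADPH in mitochondria, at 0.730 (log2 -0.45, standard error 0.10). Higher were Rhoa, a small GTPase that steers the actin skeleton (1.49 times, log2 0.58, standard error 0.13), the cAMP-responsive regulator Crem (1.43, log2 0.51, standard error 0.12), Mien1 (1.38), Tceal9 (1.36) and Fcer1g, an Fc receptor chain of myeloid cells (1.34). Their adjusted p ran from 0.0924 for Naa30 to 0.112 for Fcer1g. Of the probes at the ends of Table 3, the Ttn probe, named only in the tables of the paper, had 0.659 times the sedentary signal (log2 -0.60, standard error 0.13), LOC501637 0.648 and LOC501548 0.711. The lysosomal tetraspanin Cd63 had 1.54 times (log2 0.63, standard error 0.23, adjusted p = 0.285), and Bola3, which helps to place iron-sulfur clusters, 1.40 (adjusted p = 0.156). With chip as a block 28 probes passed, 12 higher and 16 lower, among them the Ttn probe, Naa30 (adjusted p = 0.0358), Nnt (0.0365), Rhoa (0.0405), Zfyve16, Ube4a, Akap9, Crem, Mien1, Tceal9 and Fcer1g. Without it no probe passed and 1133 had an unadjusted p below 0.05. At the thresholds of the paper 146 probes were higher and 51 lower, and 181 of these 197 had the same sign on all 3 chips. Scaling arrays to a common median left 18 higher and 229 lower, and the total was 66 without background correction and 619 (286 higher, 333 lower) with a length score of the arrays as a covariate, chosen after seeing the data. With that score the median size of the 197 went from 0.41 to 0.26, and 175 kept their direction.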

GO annotations revealed a small number of the genes were clustered significantly (3–6 genes per GO term) to biological processes that included translational elongation, response to oxygen levels, cell migration, and negative regulation of apoptosis and positive regulation of multicellular organismal process (Table 4).

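Ribosomal protein and macrophage genes lay slightly higher, and genes of fatty acid oxidation, the citric acid cycle and glycolysis slightly lower, in 24-week-old early exercise hearts (8 rats against 7), again with no single member past an adjusted p of 0.05. Of 56 ribosomal protein genes 48 were above 0 (median log2 0.10, camera adjusted p = 1.03e-06 over 35 lists, adjusted p = 0.107 with an estimated correlation), led by Rpl13a (1.25 times the sedentary signal, log2 0.32, standard error 0.088), Rpl31 (1.26), Rpl41 (1.23) and Rps29 (1.16), and 1 rose when adjusted over the list alone. The 27 translation factor genes did not move as a list (adjusted p = 0.188), nor did the 27 hypoxia response genes (adjusted p = 0.641). Macrophage genes lay higher in 18 of 23 cases (median log2 0.26, adjusted p = 5.44e-06, adjusted p = 0.107 with an estimated correlation), with Ms4a7 at 1.24 times, the chemokine Ccl2 at 1.62 and Cd14 at 1.22, and with chip means of 0.30, -0.0039 and 0.22; 1 gene rose when adjusted over the list alone. Of 7 MHC class II genes 5 were above 0 (median log2 0.21, adjusted p = 0.0341, adjusted p = 0.239 with an estimated correlation, 0.0862 with no detection filter, 0.0892 with replicate as a block), including RT1-Db1 (1.26 times), RT1-DMa (1.26) and Cd74 (1.20). All 5 platelet genes were above 0 (median log2 0.13, adjusted p = 0.0234, adjusted p = 0.226 with an estimated correlation), and Pf4 (1.31 times) rose when adjusted over the list alone. Genes of fatty acid oxidation were lower in 28 of 35 cases (median log2 -0.08, adjusted p = 0.0131, adjusted p = 0.239 with an estimated correlation), with Cpt1a, which brings fatty acids into mitochondria, at 0.806 times, Hadh at 0.882 and the coactivator Ppargc1a at 0.726. Citric acid cycle genes were lower in 20 of 25 (median log2 -0.09, adjusted p = 0.000546, adjusted p = 0.246 with an estimated correlation), with the phosphatase Pdp2 at 0.702 times, Ogdh at 0.853 and Idh2 at 0.793, and 3 fell when adjusted over the list alone. Glycolytic genes were lower in 14 of 22 (median log2 -0.06, adjusted p = 0.0318, adjusted p = 0.239 with an estimated correlation), with Pygb at 0.793 times, the glucose transporter Slc2a4 at 0.825 and Aldoa at 0.860, and 4 fell when adjusted over the list alone. Calcium handling and ion channel genes were lower in 17 of 26 (median log2 -0.11, adjusted p = 0.00444, adjusted p = 0.209 with an estimated correlation), with the potassium channels Kcnq1 (0.748 times) and Kcnd3 (0.723), Cacna2d1 (0.725) and Abcc9 (0.763), and 4 fell when adjusted over the list alone. Genes with very long transcripts were lower in 18 of 19 (median log2 -0.29, adjusted p = 2.79e-11, adjusted p = 0.0405 with an estimated correlation), with Birc6 at 0.708 times, Vps13d at 0.729 and Mycbp2 at 0.789, and 11 fell when adjusted over the list alone. Between arrays within groups the ribosomal and very long transcript means ran against each other (Pearson r = -0.761). A length-related loss of RNA or labelling yield would also give this, so both list results may be partly technical. Lists of oxidative phosphorylation (adjusted p = 0.326), hypertrophy-associated fetal programme (0.140), antioxidant (0.325), fibroblast (0.163) and insulin-like growth factor genes (0.506) did not pass. With arrays scaled to a common median the citric acid cycle, fatty acid oxidation (0.645 each) and glycolysis lists (0.464) no longer passed.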

**Table 3:** List of DNA microarray differentially expressed genes in 24‐week‐old hearts from Control rats in the sedentary versus early exercise rats; <0.75 or >1.25 fold change. A fold change >1 indicates higher expression in exercise rats. *N* = 7 rats per group

Illumina #	Gene symbol	Fold change Sedentary versus Early Ex	*P* value
ILMN_1352642	Spp1	1.91	0.0126
ILMN_1349268	Rhoa	1.50	0.0003
ILMN_1355682	Cd63	1.44	0.0142
ILMN_1359425	RGD1305975_predicted	1.40	0.0018
ILMN_1351139	LOC498279	1.34	0.0001
ILMN_2038798	Actb	1.34	0.0255
ILMN_1363818	Ssr2_predicted	1.33	0.0050
ILMN_1350091	G0s2	1.32	0.0434
ILMN_1363374	RGD1566189_predicted	1.32	0.0109
ILMN_1376694	Crem	1.32	0.0001
ILMN_1367581	RGD1560687_predicted	1.32	0.0140
ILMN_1360900	Wbp5_predicted	1.32	0.0001
ILMN_1366981	Ftl1	1.32	0.0124
ILMN_1351387	RGD1565798_predicted	1.30	0.0001
ILMN_1369599	Pf4	1.30	0.0019
ILMN_1376746	Gng10	1.30	0.0009
ILMN_1365192	S100a4	1.30	0.0064
ILMN_1372199	LOC501744	1.29	0.0009
ILMN_1364180	RGD1564883_predicted	1.29	0.0015
ILMN_1651012	LOC692000	1.29	0.0028
ILMN_1373883	S100a11	1.29	0.0006
ILMN_1359331	LOC687248	1.28	0.0001
ILMN_1359173	Pigy	1.28	0.0000
ILMN_1367281	Rpl41	1.27	0.0062
ILMN_1355039	Actb	1.27	0.0489
ILMN_1650399	Tagln2	1.27	0.0084
ILMN_1359200	Timp1	1.26	0.0059
ILMN_1366973	LOC364139	1.26	0.0031
ILMN_1365031	Txndc15	1.26	0.0272
ILMN_1361581	Sod3	1.26	0.0020
ILMN_1361751	LOC293723	1.25	0.0204
ILMN_1363198	RGD1306682_predicted	1.25	0.0002
ILMN_1357229	Ccl2	1.25	0.0059
ILMN_1350480	S100a6	1.25	0.0085
ILMN_1364880	Aprt	1.25	0.0008
ILMN_1366030	Cacna2d1	0.75	0.0011
ILMN_1371786	Cpeb4_predicted	0.75	0.0004
ILMN_1366783	Vps13d_predicted	0.75	0.0005
ILMN_1362620	Pdp2	0.75	0.0013
ILMN_1356548	LOC501548	0.73	0.0056
ILMN_1361484	Nnt	0.72	0.0001
ILMN_1371120	LOC501637	0.66	0.0006
ILMN_1650171	Ttn	0.64	0.0001

**Table 4:** Summary of gene ontology (GO) categories of the main biological processes overrepresented among the differentially expressed genes in 24‐week‐old rats between sedentary versus early exercise and sedentary versus later exercise (*P* < 0.05)

GO term	Sedentary versus early exercise		Sedentary versus later exercise	
	Count	*P* value	Count	*P* value
Biological process	/34		/231	
GO:0006414˜translational elongation	3	0.0275	12	0.0000
GO:0070482˜response to oxygen levels	4	0.0176	13	0.0005
GO:0051240˜positive regulation of multicellular organismal process	6	0.0005	10	0.0487
GO:0016477˜cell migration	4	0.0330	11	0.0266
GO:0030595~leukocyte chemotaxis	3	0.0045	5	0.0051
GO:0060326~cell chemotaxis	3	0.0053	5	0.0068
GO:0050900~leukocyte migration	3	0.0105	5	0.0230
GO:0030155~regulation of cell adhesion	3	0.0422	7	0.0270
GO:0045785~positive regulation of cell adhesion	3	0.0120	5	0.0286
GO:0043066˜negative regulation of apoptosis	5	0.0123	0	N/A
GO:0043069~negative regulation of programmed cell death	5	0.0129	0	N/A
GO:0060548~negative regulation of cell death	5	0.0131	0	N/A
GO:0006935~chemotaxis	3	0.0214	0	N/A
GO:0042330~taxis	3	0.0214	0	N/A
GO:0048010~vascular endothelial growth factor receptor signaling pathway	2	0.0296	0	N/A
GO:0032760~positive regulation of tumor necrosis factor production	2	0.0349	0	N/A
GO:0009725~response to hormone stimulus	5	0.0487	0	N/A
GO:0032989~cellular component morphogenesis	0	N/A	18	0.0008
GO:0045792~negative regulation of cell size	0	N/A	8	0.0013
GO:0006412˜translation	0	N/A	19	0.0014
GO:0007568~aging	0	N/A	10	0.0023
GO:0007507˜heart development	0	N/A	12	0.0025
GO:0030030~cell projection organization	0	N/A	16	0.0038
GO:0032868~response to insulin stimulus	0	N/A	9	0.0039
GO:0030308~negative regulation of cell growth	0	N/A	7	0.0039
GO:0032535~regulation of cellular component size	0	N/A	12	0.0047
GO:0048738~cardiac muscle tissue development	0	N/A	6	0.0048
GO:0001558˜regulation of cell growth	0	N/A	10	0.0050
GO:0010243~response to organic nitrogen	0	N/A	8	0.0055
GO:0010959~regulation of metal ion transport	0	N/A	7	0.0056
GO:0000902~cell morphogenesis	0	N/A	15	0.0056
GO:0009719~response to endogenous stimulus	0	N/A	21	0.0065
GO:0048812~neuron projection morphogenesis	0	N/A	11	0.0081
GO:0030029~actin filament‐based process	0	N/A	10	0.0083
GO:0051924~regulation of calcium ion transport	0	N/A	6	0.0083
GO:0008361~regulation of cell size	0	N/A	10	0.0089
GO:0010769~regulation of cell morphogenesis involved in differentiation	0	N/A	7	0.0095
GO:0080135~regulation of cellular response to stress	0	N/A	7	0.0095
GO:0007242~intracellular signaling cascade	0	N/A	29	0.0096
GO:0051130~positive regulation of cellular component organization	0	N/A	10	0.0098
GO:0043269~regulation of ion transport	0	N/A	7	0.0104
GO:0022604~regulation of cell morphogenesis	0	N/A	8	0.0116
GO:0006955~immune response	0	N/A	16	0.0129
GO:0045926~negative regulation of growth	0	N/A	7	0.0131
GO:0010035~response to inorganic substance	0	N/A	12	0.0136
GO:0031175~neuron projection development	0	N/A	12	0.0155
GO:0048858~cell projection morphogenesis	0	N/A	11	0.0157
GO:0060537~muscle tissue development	0	N/A	8	0.0163
GO:0033043~regulation of organelle organization	0	N/A	9	0.0171
GO:0000904~cell morphogenesis involved in differentiation	0	N/A	11	0.0175
GO:0048667~cell morphogenesis involved in neuron differentiation	0	N/A	10	0.0175
GO:0030036~actin cytoskeleton organization	0	N/A	9	0.0187
GO:0006006~glucose metabolic process	0	N/A	9	0.0193
GO:0032990~cell part morphogenesis	0	N/A	11	0.0203
GO:0031344~regulation of cell projection organization	0	N/A	7	0.0208
GO:0019882~antigen processing and presentation	0	N/A	6	0.0209
GO:0042493~response to drug	0	N/A	13	0.0227
GO:0040008~regulation of growth	0	N/A	12	0.0274
GO:0006928~cell motion	0	N/A	15	0.0279
GO:0002252~immune effector process	0	N/A	7	0.0280
GO:0010033~response to organic substance	0	N/A	27	0.0298
GO:0000302~response to reactive oxygen species	0	N/A	6	0.0309
GO:0007155~cell adhesion	0	N/A	16	0.0314
GO:0022610~biological adhesion	0	N/A	16	0.0314
GO:0005996~monosaccharide metabolic process	0	N/A	10	0.0319
GO:0009611~response to wounding	0	N/A	15	0.0323
GO:0048666~neuron development	0	N/A	13	0.0335
GO:0045859~regulation of protein kinase activity	0	N/A	11	0.0348
GO:0014706~striated muscle tissue development	0	N/A	7	0.0390
GO:0019318~hexose metabolic process	0	N/A	9	0.0403
GO:0007517~muscle organ development	0	N/A	8	0.0427
GO:0030001~metal ion transport	0	N/A	14	0.0442
GO:0043549~regulation of kinase activity	0	N/A	11	0.0460

In contrast, at 24 weeks of age there were 280 differentially expressed genes following later exercise (compared to sedentary), with 196 having increased expression and 84 having reduced expression (data not shown; for a summary of the 36 genes with a fold change <0.60 or >1.40‐fold, see Table 5.) 

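Later exercise changed 1346 of 10956 probes in the 24-week-old heart at an adjusted p below 0.05, 505 upward and 841 downward. Bmpr2, a receptor for bone morphogenetic proteins, fell to 0.401 times the sedentary signal (log2 fold change -1.32, standard error 0.16, adjusted p = 3.41e-06 in limma, n = 7 rats in each group), and Itga1, an integrin chain that binds collagen, to 0.435 (log2 -1.20, standard error 0.16, adjusted p = 1.61e-05). The collagen crosslinking enzyme Loxl2 fell to 0.479 (log2 -1.06, standard error 0.18, adjusted p = 0.000232), the vesicle protein Sv2b to 0.480 (0.00248), protein kinase C epsilon, Prkce, to 0.483 (0.00170) and the bicarbonate transporter Slc4a4 to 0.503 (0.000267), with its probe detected in 3 of 7 later exercise hearts. Zc3h11a, which takes part in the export of RNA from the nucleus, fell to 0.519 and the chromatin gene Ubn2 to 0.524. Fmod, a small proteoglycan of collagen fibrils, rose to 2.25 times (log2 1.17, standard error 0.33, adjusted p = 0.0177), Ssr2, a subunit of the translocon, to 2.02 (log2 1.02, standard error 0.22, 0.00216) and Bola3 to 1.93 (log2 0.95, standard error 0.14, 7.21e-05). Fam229a rose to 1.97 times, the kinetochore gene Nsl1 to 1.93, Spink1l to 1.91 with its probe detected in 2 of 7 sedentary hearts, the peptide hormone precursor Pomc to 1.78 and Fxyd2, which tunes the sodium pump, to 1.69. At the ends of Table 5, LOC501637 and LOC501548 fell to 0.355 times each, LOC501062 rose to 2.83 and the interferon-induced Ifi27l2b to 1.60, and Reg3g had 2.03 times (log2 1.02, standard error 0.39) without passing (adjusted p = 0.0787). Bmpr2, Itga1 and Zc3h11a passed in every alternative run for them. With the raw brightness of the arrays as a covariate, chosen after seeing the data, the calls of Loxl2 (log2 -0.70, standard error 0.21), Sv2b (-0.69), Slc4a4 (-0.73), Fmod (1.39, standard error 0.43), Bola3 (0.57), Ssr2 (0.32, standard error 0.21), Fam229a (1.01), Nsl1 (0.89), Spink1l (0.61), Fxyd2 (0.60), LOC501062 (0.67) and Ifi27l2b (0.52) ended. Those of Pomc (0.36), Prkce (-0.37), Ubn2 (-0.35), Fam229a (0.066), Nsl1 (0.077), Fxyd2 (0.45), Ifi27l2b (0.41), Ssr2 (0.82), Spink1l (1.04) and LOC501062 (1.17) ended with a length score of the arrays as a covariate, also chosen after seeing the data, and those of Fmod, Fam229a, Fxyd2 and Nsl1 with arrays scaled to a common median. Of the 1346 probes 1012 carry a gene symbol, and 1331 had the same sign on all 3 chips. At the thresholds of the paper 572 were higher and 404 lower, 946 with the same sign on all 3 chips, and this total of 976 was 461 without background correction (300 higher, 161 lower) and 3890 with arrays scaled to a common median (49 higher, 3841 lower). The 1346 probes became 144 with brightness as a covariate, where all 1346 kept their direction while the median size went from 0.39 to 0.33 and the median standard error from 0.11 to 0.13, and 4624 (38 higher, 4586 lower) with arrays scaled to a common median, under which the median log2 fold change of all probes is -0.28. They were 584 when only these 2 groups were fitted, 298 with the length score (1270 of the 1346 kept their direction, with a median size of 0.24) and 873 without later exercise rats 3 and 5, left out after seeing the data.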

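Among genes of protein synthesis, later exercise raised 4 of 56 ribosomal protein genes in the 24-week-old heart (7 rats against 7): Rps2 to 1.35 times the sedentary signal, Rpl13 to 1.32 (log2 0.40, standard error 0.11), Rpl13a to 1.30 and Rps29 to 1.22. None fell, 52 did not pass, 4 rose when adjusted over the list alone, and the list as a whole was higher (median log2 0.07, camera adjusted p = 0.00691 over 35 lists, adjusted p = 0.500 with an estimated correlation). Of 27 translation factor genes Eif4ebp1, which holds back cap-dependent translation, rose to 1.26 times, 5 fell, among them Eef2k (0.735), Eif3a (0.805) and Eif2b5 (0.808), and 21 did not pass (2 rose and 6 fell when adjusted over the list alone, list adjusted p = 0.415). None of 27 hypoxia response genes passed (list adjusted p = 0.967). In the extracellular matrix the network collagen Col8a1 fell to 0.676 times and the growth factor Tgfb2 to 0.690, beside the fall of Loxl2 and the rise of Fmod (43 genes, 3 rose, 5 fell, 35 did not pass, 3 and 6 over the list alone, list adjusted p = 0.645). Of 26 calcium handling and ion channel genes 1 rose, 8 fell and 17 did not pass, with the same counts over the list alone, and the list did not pass (16 below 0 and 10 above, median log2 -0.18, adjusted p = 0.0553, adjusted p = 0.500 with an estimated correlation). Among those that fell were the calcium channel subunit Cacna2d1 at 0.546 times (log2 -0.87, standard error 0.13, adjusted p = 4.60e-05), the potassium channels Kcnd2 at 0.536 and Kcnd3 at 0.623, and Abcc9 at 0.654. Of 28 sarcomere genes 1 rose, 6 fell, led by Ldb3 (0.662 times) and Myot (0.623), and 21 did not pass (list adjusted p = 0.843). Antigen presentation genes were higher: of 7 MHC class II genes RT1-Db1 (1.58 times, log2 0.66, standard error 0.16), Cd74 (1.41), RT1-DMa (1.41) and RT1-Ba (1.26) rose, 3 did not pass, 5 rose over the list alone, and the list passed (median log2 0.33, adjusted p = 0.00691, adjusted p = 0.239 with an estimated correlation, 0.0601 with arrays scaled to a common median). Of 28 interferon and MHC class I genes 25 were above 0 (median log2 0.20, adjusted p = 0.00691, adjusted p = 0.569 with an estimated correlation), though Ifi27l2b alone passed singly and over the list. Macrophage genes Fcer1g (1.37 times), C1qb (1.44) and C1qc (1.34) rose, 20 others did not pass (3 over the list alone), and the list of 23 had an adjusted p of 0.0977. Of 35 antioxidant genes Gstp1 (1.50 times), Gstm1 (1.41), Ftl1 (1.46) and Sod3 rose and 31 did not pass, with the same counts over the list alone (list adjusted p = 0.0780). Of 19 genes with very long transcripts 10 fell and 9 did not pass (12 over the list alone, median log2 -0.38, adjusted p = 2.24e-08, adjusted p = 0.148 with an estimated correlation), with Akap9 at 0.583 times, Birc6 at 0.623, Dync1h1 at 0.692 and Itpr1 at 0.750. Here too a length-related loss of RNA or labelling yield may contribute to the ribosomal and very long transcript results. With arrays scaled to a common median Rpl13, Rps2, Eif4ebp1, Gstm1, Sod3, C1qc and RT1-Ba turned direction, and the other genes named here that rose no longer passed. With array brightness as a covariate, chosen after seeing the data, Cacna2d1 (log2 -0.74, standard error 0.16), Ldb3 (-0.58), Eef2k (-0.46), Akap9 (-0.70) and Birc6 (-0.89) still passed and the others did not, with log2 -0.78, standard error 0.22 for Kcnd2, 0.44 for Gstp1, 0.47 for Rps2, 0.50 for Cd74, 0.29, standard error 0.18 for RT1-Db1 and -0.28 for Col8a1. Over the 61 of 74 genes named for this comparison whose call ended, all kept their direction, the median size went from 0.49 to 0.39 and the median standard error from 0.12 to 0.15. With the length score, built from the ribosomal and very long genes and also chosen after seeing the data, Cacna2d1, Kcnd2, Kcnd3, Abcc9, Col8a1, Eef2k and RT1-Db1 still passed, and the calls of Gstp1 (0.28), Gstm1 (0.020), Ftl1 (0.0065), Sod3 (0.094), Fcer1g (0.36), C1qb (0.087), C1qc (0.014), Cd74 (0.15), RT1-DMa (0.30), RT1-Ba (0.31), Eif4ebp1 (0.069), Tgfb2 (-0.032), Eif3a (-0.017), Eif2b5 (-0.15), Ldb3 (-0.38) and Myot (-0.55) ended.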

Gene ontology (GO) annotations revealed 10–20 genes clustered significantly to biological processes that included translational elongation, translation, response to oxygen levels, cell migration and morphogenesis, regulation of cell size, regulation of cell growth, and heart development (Table 4).

**Table 5:** Summary of DNA microarray differentially expressed genes in 24‐week‐old hearts from Control rats in the sedentary versus later exercise groups; <0.60 or >1.40 fold change. A fold change >1 indicates higher expression in later exercise rats. *N* = 7 rats per group

Illumina #	Gene symbol	Fold change Sedentary versus Later Ex	*P* value
ILMN_1359425	RGD1305975_predicted	1.91	0.0000
ILMN_1354070	isg12(b)	1.62	0.0028
ILMN_1368284	LOC501062	1.60	0.0000
ILMN_1361810	Reg3g	1.60	0.0059
ILMN_1363818	Ssr2_predicted	1.55	0.0001
ILMN_1376459	RT1‐Db1	1.48	0.0000
ILMN_1376479	Gstp1	1.47	0.0000
ILMN_1369599	Pf4	1.47	0.0000
ILMN_2038798	Actb	1.45	0.0067
ILMN_1355682	Cd63	1.45	0.0155
ILMN_1367740	Mt1a	1.44	0.0047
ILMN_1349244	Ptma	1.44	0.0003
ILMN_1349268	Rhoa	1.43	0.0012
ILMN_1360881	MGC112899	1.42	0.0036
ILMN_1371456	Cfd	1.42	0.0006
ILMN_1373973	RGD1565047_predicted	1.42	0.0001
ILMN_1350797	LOC300731	1.42	0.0001
ILMN_1370230	RGD1560513_predicted	1.41	0.0000
ILMN_1367581	RGD1560687_predicted	1.41	0.0040
ILMN_1376917	RT1‐M6‐2	1.41	0.0016
ILMN_1353276	RGD1559981_predicted	1.41	0.0008
ILMN_1350723	Rab3b	1.41	0.0004
ILMN_1364180	RGD1564883_predicted	1.40	0.0001
ILMN_1650955	Ifi27l	1.40	0.0001
ILMN_1352142	C1qb	1.40	0.0030
ILMN_1354975	RGD1563311_predicted	1.40	0.0000
ILMN_1366030	Cacna2d1	0.59	0.0000
ILMN_1374387	Itga1	0.58	0.0000
ILMN_1650171	Ttn	0.57	0.0000
ILMN_1362032	Ptprb_predicted	0.56	0.0000
ILMN_1350576	LOC290704	0.55	0.0000
ILMN_1352293	Bmpr2	0.53	0.0000
ILMN_1352642	Spp1	0.51	0.0110
ILMN_1364550	Sv2b	0.48	0.0003
ILMN_1356548	LOC501548	0.39	0.0000
ILMN_1371120	LOC501637	0.38	0.0000

### Real‐time PCR analysis

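Of the 6 genes in Table 6, Spp1, which encodes the matrix protein osteopontin, lay on opposite sides of sedentary in the 2 exercise groups on the arrays. It had 2.12 times the sedentary signal after early exercise (log2 fold change 1.08, standard error 0.44, exact p = 0.0132, adjusted p = 0.358, n = 8 against 7 rats) and 0.451 times after later exercise (log2 -1.15, standard error 0.45, exact p = 0.0932, adjusted p = 0.0928, n = 7 against 7). Rhoa, the GTPase of the actin skeleton, rose to 1.43 times after later exercise (log2 0.52, standard error 0.14, adjusted p = 0.0110), beside 1.49 times after early exercise. Sod3, the extracellular superoxide dismutase, rose to 1.40 times after later exercise (log2 0.48, standard error 0.12, adjusted p = 0.00817) and had 1.33 times after early exercise (log2 0.42, standard error 0.12, adjusted p = 0.153). Cox4i1, a subunit of cytochrome c oxidase, rose to 1.32 times (log2 0.40, standard error 0.11, adjusted p = 0.0193) against 1.16 after early exercise (standard error 0.11, adjusted p = 0.512). Ckm, the muscle creatine kinase, rose to 1.27 times (log2 0.34, standard error 0.10, adjusted p = 0.0202) against 1.17 (standard error 0.10, adjusted p = 0.376). Actb, cytoplasmic actin, rose to 1.42 times (log2 0.51, standard error 0.17, adjusted p = 0.0492) against 1.31 (standard error 0.17, adjusted p = 0.391), and its call ended with no detection filter and with the deposited normalized values. Exact permutation p after later exercise was 0.00175 for Sod3, 0.00233 for Rhoa and Cox4i1, 0.00291 for Ckm and 0.0559 for Actb. After early exercise exact p was 0.00451 for Rhoa, 0.00793 for Sod3, 0.0406 for Actb, 0.0706 for Cox4i1 and 0.0738 for Ckm. At 9 weeks Rhoa had 1.24 times the sedentary signal (adjusted p = 0.578), and the log2 fold changes of Ckm (0.052), Sod3 (0.045) and Spp1 (-0.037) lay near 0. With array brightness as a covariate, chosen after seeing the data, none of the 5 genes that rose passed (log2 0.49, standard error 0.18 for Rhoa, 0.44 and 0.16 for Sod3, 0.15 and 0.13 for Cox4i1, 0.093 and 0.11 for Ckm and 0.074 and 0.19 for Actb). The calls of Actb (log2 0.70, standard error 0.23), Ckm (0.33 and 0.13), Cox4i1 (0.22 and 0.15) and Sod3 (0.094 and 0.13) also ended with a length score as a covariate, and those of Actb, Ckm, Cox4i1 and Rhoa without later exercise rats 3 and 5. With chip as a block Spp1 passed after later exercise (log2 -1.25), and with arrays scaled to a common median too (-1.64), where Rhoa (0.13), Sod3 (-0.0045) and Actb did not.

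**Figure D2:**
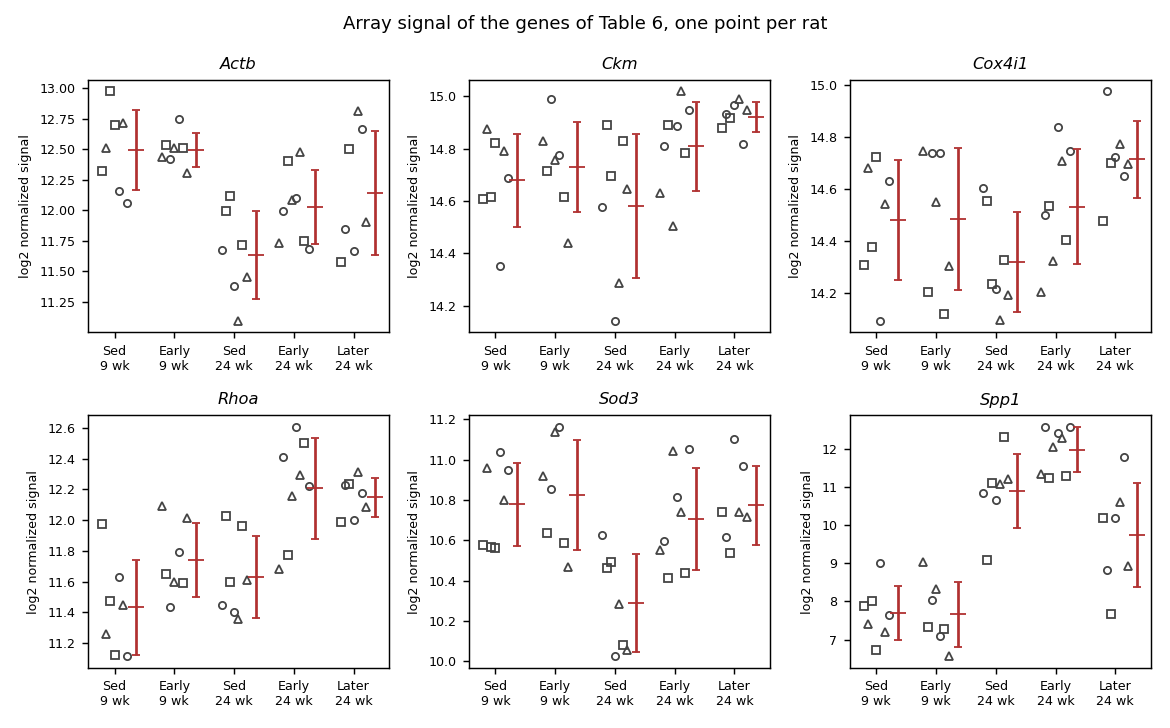
Log2 normalized array signal of Actb, Ckm, Cox4i1, Rhoa, Sod3 and Spp1 in the hearts of the 5 groups. Each symbol is 1 rat: circles, chip 1; squares, chip 2; triangles, chip 3. Red bars give the group mean ± SD, n = 7 rats per group and 8 early exercise rats at 24 weeks. The vertical axes do not start at 0.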

To validate our gene array data and include the Restricted and Reduced litter groups in our analysis, four differentially expressed genes identified from the array as having >1.25‐fold expression compared to sedentary in both early and later exercise groups were selected for real‐time PCR analysis in 24‐week‐old rats (Table 6).

**Table 6:** Summary of genes in the Control group from the DNA microarray in 24‐week‐old hearts from sedentary versus early exercise and sedentary versus later exercise rats that were selected for real‐time PCR analysis

Illumina #	Gene	FC sedentary versus early exercise	*P* value	FC sedentary versus laterexercise	*P* value
ILMN_1352642	Secreted phosphoprotein 1 (Spp1, also known as Osteopontin)	1.91	0.0126	0.51	0.0110
ILMN_1349268	Ras homolog gene family, member A (Rhoa)	1.50	0.0003	1.43	0.0012
ILMN_2038798	Actin, beta (Actb)	1.34	0.0255	1.45	0.0067
ILMN_1361581	Extracellular superoxide dismutase (Sod3)	1.26	0.0020	1.31	0.0005
ILMN_1372305	Cytochrome c oxidase subunit IV isoform 1 (Cox4i1)	1.16	0.0873	1.33	0.0026
ILMN_1350890	Creatine kinase, muscle (Ckm)	1.20	0.0192	1.30	0.0015

A fold change (FC) > 1 indicates higher expression in early or later exercise rats compared to sedentary.

Spp1 plays a role in the extracellular matrix binding and its upregulation has been linked to cardiac hypertrophy in response to chronic pressure overload (Xie et al. 2004). Spp1 is also proposed to play a key role in skeletal muscle injury repair by promoting myoblast proliferation (Pagel et al. 2014), although its role in cardiomyocyte repair and/or proliferation is unclear. Spp1 mRNA was significantly higher in both Restricted and Reduced litter rats (*P *<* *0.05, main effect for growth, Fig. 4A) and there was an overall tendency for endurance training (*P *=* *0.06) to increase Spp1 mRNA (Fig. 4A). Rhoa is a small G‐protein known to play a role in the development of cardiac hypertrophy and may have a cardioprotective role following ischemia reperfusion injury (Miyamoto et al. 2010). Compared to Control rats, Rhoa was significantly higher in both Restricted and Reduced litter rats (*P *<* *0.05, main effect for growth, Fig. 4B). Sod3 is a key antioxidant enzyme and cardioprotective against myocardial infarction (Konkalmatt et al. 2013). Sod3 mRNA was significantly higher following later exercise (*P *<* *0.05, main effect for exercise, Fig. 4C). Also, Rhoa, Actb, and Sod3 have all previously been shown to be upregulated following exercise‐induced cardiac hypertrophy (Iemitsu et al. 2005) (Strom et al. 2005; Galindo et al. 2009). Reduced litter rats had significantly higher Actb mRNA than the Control and Restricted rats (*P *<* *0.05, main effect for growth, Fig. 4D).

**Figure 4:**
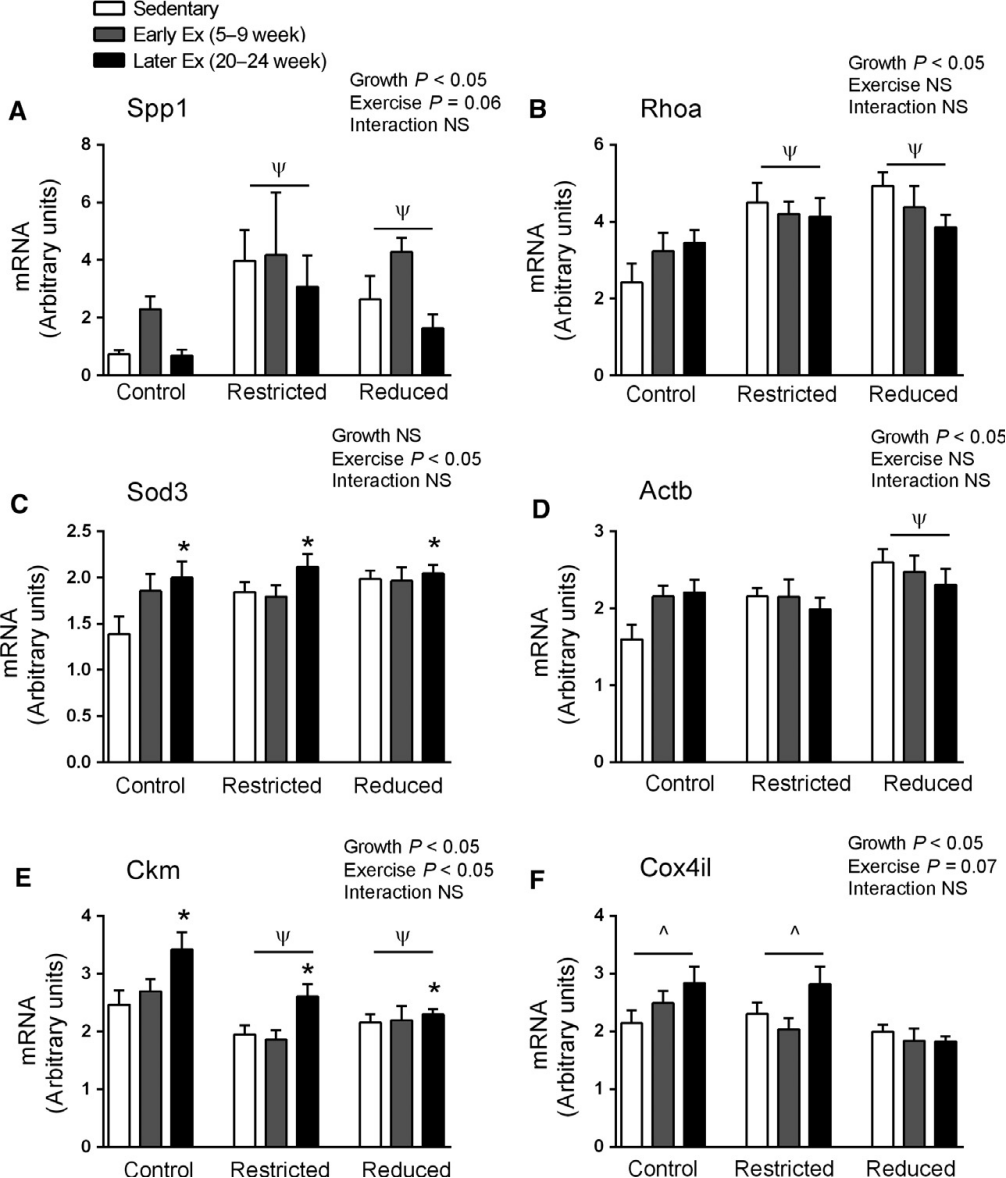
Whole heart mRNA levels at 24 weeks of age. Data are presented as mean ± SEM (*n* = 7–10/group). Early exercise (Early Ex) and later exercise (Later Ex). *P <* *0.05 versus Sedentary (main effect of exercise). ^Ψ^ *P *<* *0.05 versus Control, ^*P *<* *0.05 versus Reduced (Bonferroni comparisons of main effects).

Ckm was significantly lower in Restricted and Reduced litter rats than Control rats (*P* < 0.05, main effect for growth, Fig. 4E). Later exercise significantly increased Ckm mRNA levels (*P *<* *0.05, main effect for exercise, Fig. 4E). Reduced litter rats had significantly lower Cox4il mRNA (*P *<* *0.05, main effect for growth, Fig. 4F), with exercise tending to increase Cox4il mRNA (*P *=* *0.07, main effect for exercise, Fig. 4F).

## Discussion

The major finding of this study is that when juvenile (5–9 weeks old) rats perform endurance training for just a few weeks and then remain inactive they display significantly elevated heart mass in adult life. The effect of the early exercise was as potent as exercise in later life when the heart mass measurements were made immediately after the exercise training period. Since it is unlikely that the acute effects of the early exercise were sustained for 4 months, these results suggest that there were epigenetics effects of early‐life exercise that benefit the adult heart. However, our mRNA analyses did not reveal any obvious candidates to explain these epigenetic effects. Interestingly, though, early exercise was associated with elevated phosphorylation of Akt Ser^473^ in adulthood, suggesting that the observation of elevated heart mass is physiological and not pathological hypertrophy (Bernardo et al. 2010).

Many studies in adult rats and adult humans have shown that endurance training increases heart mass, but this effect is only temporary and lost several weeks after training is stopped (Leon and Bloor 1976; Ehsani et al. 1978; Hickson et al. 1979, 1983; Frenzel et al. 1988; Kemi et al. 2004). Therefore, it would be expected that the increase in heart mass following endurance training is also temporary for young rats and humans. However, to our knowledge, no one has previously examined this. In the current study, 24‐week‐old rats that performed early exercise had significantly higher heart mass compared with the whole‐life sedentary rats. This increase in relative heart mass after early exercise was due to a larger absolute heart weight, since body weight and fat mass in adulthood were not altered by early exercise (Laker et al. 2012). Furthermore, this ~10% increase in heart mass (cardiac hypertrophy) is physiologically meaningful, as heart mass typically increases ~10–30% following endurance training in rats (Hickson et al. 1979, 1983; Lennon et al. 2004). In addition, total protein and RNA concentrations were unchanged (Table 1) which is consistent with previous endurance training studies (Hickson et al. 1979; Beyer et al. 1984). It is not known whether early exercise impacts positively on important cardiac parameters that are indicative of physiological cardiac hypertrophy, such as cardiac dimensions (i.e., increased left ventricle mass and thickness), cardiac function (i.e., increased stroke volume and whole‐body maximal oxygen uptake), and cardiomyocyte size and number (Leon and Bloor 1976; Ehsani et al. 1978; Hickson et al. 1979, 1983; Frenzel et al. 1988; Kemi et al. 2004). Further studies are now required to investigate these parameters.

The IGF1‐PI3K(p110*α*)‐Akt signaling pathway has a critical role in regulating physiological (but not pathological) cardiac growth (reviewed in (Bernardo et al. 2010)). In the present study the later exercise group acts as an exercise “control” group, since heart mass is well known in adult rats to be elevated following several weeks of endurance training (Leon and Bloor 1976; Ehsani et al. 1978; Hickson et al. 1979, 1983; Frenzel et al. 1988; Kemi et al. 2004). Therefore, it was surprising that phosphorylation of Akt Ser^473^ was not increased in the later exercise group despite the increased heart mass. However, to avoid the residual effects of the last bout of exercise training, rats in later exercise group were killed 72 h post exercise. Therefore, it is possible that Akt Ser^473^ phosphorylation had returned to its basal levels by this stage. Indeed, studies reporting elevated phosphorylation of Akt Ser^473^ typically examine hearts within 24–48 h of the last bout of exercise (Kemi et al. 2008; Dobrzyn et al. 2013; Ma et al. 2013). Furthermore, cardiac phosphorylation of Akt Ser^473^ has also been reported to increase in the initial weeks of endurance training and then decline to basal levels (Konhilas et al. 2004). Thus, given the lack of Akt upregulation in the later exercise group, the increased phosphorylation and protein abundance of Akt in the early exercise groups was a surprising finding and suggests potentially long‐term upregulation and programming of the protein synthesis pathway. However, these results should be viewed with caution, since they were only significantly higher compared to the later exercise group, not compared with the sedentary group. Nevertheless, future studies are now warranted to examine if early exercise can lead to long‐term upregulation of cardiac protein synthesis pathways.

Microarray analysis was conducted to investigate the molecular pathways that may be responsible for endurance training leading to increases in heart mass. Since the increased heart mass response to training was similar in the Control, Reduced litter, and Restricted groups, we performed microarray in the Control (sedentary, early, and later exercise) animals only. Consistent with previous microarray studies, several weeks of endurance training in the later exercise (compared to sedentary), adult rats upregulated large numbers of genes related to physiological cardiac growth and energy metabolism (Diffee et al. 2003; Strom et al. 2005). However, with regard to the effects of early exercise (vs. sedentary) in adult rats, there were only a small number of genes significantly clustered to biological processes that might potentially be regulating heart size such as translational elongation, cell migration, and apoptosis. 

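In the fatty acid pathway of the 24-week-old heart, later exercise raised the carrier protein Fabp3 to 1.32 times the sedentary signal (log2 fold change 0.40, standard error 0.11, adjusted p = 0.0133 in limma, n = 7 rats in each group) and lowered Ppargc1a, a master coactivator of mitochondrial genes, to 0.549 (log2 -0.87, standard error 0.19, adjusted p = 0.00227). The carnitine transporter Slc22a5 fell to 0.722 (0.00237) and the inner membrane transferase Cpt2 to 0.810 (0.00354). Of these 35 fatty acid genes 1 rose, 5 fell and 29 did not pass, with the same counts over the list alone (camera adjusted p = 0.285 over 35 lists). In energy transfer the oxygen store Mb rose to 1.29 times (0.0211) and the ADP/ATP carrier Slc25a4 to 1.30 (0.0401), as did Ckm, while 8 of the 11 genes did not pass (4 rose and 3 fell over the list alone, list adjusted p = 0.708). In the respiratory chain the complex I subunit Ndufb6 rose to 1.17 times (0.0349) beside Cox4i1, and Sdhb fell to 0.839. Of 55 oxidative phosphorylation genes 52 did not pass, and none passed over the list alone (list adjusted p = 0.134). Citric acid cycle genes lay lower, with Ogdh at 0.793 times, Nnt at 0.726 and Sdhb among 3 that fell, none that rose and 22 that did not pass (6 fell over the list alone, median log2 -0.14, adjusted p = 0.0109, adjusted p = 0.569 with an estimated correlation, 0.465 with arrays scaled to a common median). In glycolysis Pgam2 rose to 1.27 times, Pygb fell to 0.771 and Gpi to 0.845, and 19 of 22 genes did not pass (1 rose and 3 fell over the list alone, median log2 -0.05 with a mean near 0, list adjusted p = 0.843). Among growth genes the kinase Mtor fell to 0.714 times (0.00194), Pdpk1, which activates Akt, to 0.724 (0.00328) and the growth factor Igf2 to 0.793. Of these 28 genes of insulin-like growth factor and Akt signaling 1 rose, 6 fell and 21 did not pass (1 and 7 over the list alone, list adjusted p = 0.311). Of 19 genes of a hypertrophy-associated fetal programme the slow myosin heavy chain Myh7 rose to 1.29 times (0.0322) and 18 did not pass, with none over the list alone (median log2 -0.05, mean -0.08, list test upward, adjusted p = 0.978). With arrays scaled to a common median Pgam2 and Ndufb6 turned direction and Sdhb no longer passed. With array brightness as a covariate, chosen after seeing the data, none of the genes named here passed, and the log2 fold change went to -0.78, standard error 0.24, for Ppargc1a, 0.066 and 0.11 for Fabp3 and -0.40 and 0.13 for Mtor. None passed with the length score either, also chosen after seeing the data, with log2 -0.56, standard error 0.24, for Ppargc1a, -0.23 and 0.12 for Mtor, -0.31 for Slc22a5, -0.21 for Nnt, -0.19 for Ogdh, -0.15 for Pygb, -0.13 for Sdhb, 0.085 for Ndufb6 and 0.38 for Fabp3.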

Further validation of some of these differentially expressed genes via real‐time PCR to also include Control, Restricted, and Reduced litter rats did not reveal any long‐term effects of early exercise on the expression of any of these genes individually. Therefore, despite potential long‐term reprogramming of early exercise on heart mass, its regulation does not appear to be at the level of gene expression.

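Spp1 separated the trained groups at 24 weeks, with 0.213 times as much signal in later exercise hearts as in early exercise hearts (log2 -2.23, standard error 0.44, exact p = 0.00109, adjusted p = 0.0159 in limma; 9.75 ± 1.37 in 7 rats against 11.97 ± 0.59 in 8, SD). On chips 1, 2 and 3 its log2 difference was -2.26, -2.33 and -2.12. Lower after later than after early exercise were also Bmpr2 (0.558 times, log2 -0.84, standard error 0.16, adjusted p = 0.00887), Itga1 (0.589), Loxl2 (0.572), Sv2b (0.528), the taurine transporter Slc6a6 (0.586), the phosphatase Dusp3 (0.570) and the endosomal gene Wdfy1 (0.580). Higher were Pomc (1.53 times, log2 0.61, standard error 0.14, adjusted p = 0.0287), the stress gene Gadd45b (1.46), Asb18 (1.33), Josd2 (1.33), Atxn2l (1.32), Dxo (1.23) and Arfgap1 (1.23). Of 10956 probes 7 rose and 41 fell in this comparison, all 48 with the same sign on every chip, and 1333 had an unadjusted p below 0.05. No gene list passed (adjusted p = 0.0791 for MHC class II, interferon and fibroblast genes and 0.0912 for very long transcripts). The 48 became 2252, all lower, with arrays scaled to a common median, 125 with chip as a block, 182 with replicate number as a block and 31 with no detection filter. None of the 48 probes, Spp1 included, passed when only these groups were fitted or with array brightness as a covariate, chosen after seeing the data, where all kept their direction, the median size went from 0.59 to 0.53, the median standard error from 0.13 to 0.14 and Spp1 to -1.997 (standard error 0.49). With the length score, chosen likewise, all 48 kept their direction with a median size of 0.55, and Spp1 passed (log2 -2.33, adjusted p = 0.00825 in limma). Without later exercise rats 3 and 5, also chosen after seeing the data, 13 passed and Spp1 did not (log2 -1.99); without early exercise rat 1, 2, 3 or 7 the counts were 14, 19, 29 and 13, and without rat 8 the count was 152. At the thresholds of the paper 137 probes differed from sedentary in the same direction after early and after later exercise, 100 higher and 37 lower, and 1 in opposite directions. Both comparisons share the sedentary rats: with sedentary rats divided between them the median was 94, and with no effect simulated it was 13, at least 137 in 4 of 100 runs and at most 421. The early exercise effect at 24 weeks differed from that at 9 weeks for no probe in limma, with 333 at an unadjusted p below 0.05, fewer than chance would give on average. From the few genes clustered after early exercise and from real-time PCR without a lasting effect on single genes, the paper concludes that gene expression does not appear to regulate the gain in heart mass.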

The delayed catch up growth in Reduced litter offspring in the current study (Laker et al. 2012) was not accompanied by elevations in systolic blood pressure in adulthood, which is contrary to previous findings in other cohorts of WKY rats from our laboratory (Wlodek et al. 2007, 2008; Black et al. 2012). Similarly, others have shown that maternal protein restriction in WKY rats does not always result in higher blood pressure, even in the presence of a kidney nephron deficit (Zimanyi et al. 2004). It is possible that the differences between the degree and timing of growth patterns in both Restricted and Reduced litter groups compared with previous studies may account for these observations. Furthermore, the normal blood pressure observed in the current study in Restricted and Reduced litter offspring may be a consequence of lower exposure to stress due to the considerably higher levels of animal handling than our previous studies. Indeed, animals in the current study were subject to daily exercise and weighing during exercise periods, food intake measurements, monthly blood pressure, weight, and body dimension recordings. Furthermore, it has been reported that regular handling of rats from a young age reduces the adult adrenocoritcal stress response (Meaney et al. 1991). Therefore, the almost daily handling of rats in the current study may have reduced the stress response to subsequent handling events in later life and prevented or delayed the onset of elevated blood pressure that was programmed in early life in Restricted and Reduced litter offspring.

In conclusion, in all groups, exercise early in life increased adult heart mass despite the animals being sedentary for ~4 months. Greater cardiac phosphorylation of Akt Ser^473^ in adulthood supports an upregulation of processes involved in cardiac growth due to exercise in early life. However, further work is required to establish the molecular mechanisms responsible for these novel findings, since they do not appear to be regulated at the level of gene expression. The findings of the present study suggest that the juvenile period of life is a stage of developmental plasticity that is amenable to long‐term, beneficial cardiac programming by short‐term endurance training.

## Conflict of Interest

None declared.

## References

[phy212720-bib-0001] Barker, D. J. , C. Osmond , J. Golding , D. Kuh , and M. E. Wadsworth . 1989 Growth in utero, blood pressure in childhood and adult life, and mortality from cardiovascular disease. BMJ 298:564–567.249511310.1136/bmj.298.6673.564PMC1835925

[phy212720-bib-0002] Bernardo, B. C. , K. L. Weeks , L. Pretorius , and J. R. McMullen . 2010 Molecular distinction between physiological and pathological cardiac hypertrophy: experimental findings and therapeutic strategies. Pharmacol. Ther. 128:191–227.2043875610.1016/j.pharmthera.2010.04.005

[phy212720-bib-0003] Beyer, R. E. , P. G. Morales‐Corral , B. J. Ramp , K. R. Kreitman , M. J. Falzon , S. Y. Rhee , et al. 1984 Elevation of tissue coenzyme Q (ubiquinone) and cytochrome c concentrations by endurance exercise in the rat. Arch. Biochem. Biophys. 234:323–329.609369510.1016/0003-9861(84)90277-7

[phy212720-bib-0004] Black, M. J. , A. L. Siebel , O. Gezmish , K. Moritz , and M. E. Wlodek . 2012 Normal lactational environment restores cardiomyocyte number after uteroplacental insufficiency: implications for the preterm neonate. Am. J. Physiol. 302:R1101–R1110.10.1152/ajpregu.00030.2012PMC336214122403799

[phy212720-bib-0005] Diffee, G. M. , E. A. Seversen , T. D. Stein , and J. A. Johnson . 2003 Microarray expression analysis of effects of exercise training: increase in atrial MLC‐1 in rat ventricles. Am. J. Physiol. Heart Circ. Physiol. 284:H830–H837.1242409710.1152/ajpheart.00761.2002

[phy212720-bib-0006] Dobrzyn, P. , A. Pyrkowska , M. K. Duda , T. Bednarski , M. Maczewski , J. Langfort , et al. 2013 Expression of lipogenic genes is upregulated in the heart with exercise training‐induced but not pressure overload‐induced left ventricular hypertrophy. Am. J. Physiol. Endocrinol Metab. 304:E1348–E1358.2363262810.1152/ajpendo.00603.2012

[phy212720-bib-0007] Du, P. , W. A. Kibbe , and S. M. Lin . 2008 lumi: a pipeline for processing Illumina microarray. Bioinformatics 24:1547–1548.1846734810.1093/bioinformatics/btn224

[phy212720-bib-0008] Echegaray, M. , and M. A. Rivera . 2001 Role of creatine kinase isoenzymes on muscular and cardiorespiratory endurance: genetic and molecular evidence. Sports Med. 31:919–934.1170840110.2165/00007256-200131130-00003

[phy212720-bib-0009] Ehsani, A. A. , J. M. Hagberg , and R. C. Hickson . 1978 Rapid changes in left ventricular dimensions and mass in response to physical conditioning and deconditioning. Am. J. Cardiol. 42:52–56.67703710.1016/0002-9149(78)90984-0

[phy212720-bib-0010] Eriksson, J. , T. Forsen , J. Tuomilehto , C. Osmond , and D. Barker . 2000 Fetal and childhood growth and hypertension in adult life. Hypertension 36:790–794.1108214410.1161/01.hyp.36.5.790

[phy212720-bib-0011] Fagard, R. H. 2005 Effects of exercise, diet and their combination on blood pressure. J. Hum. Hypertens. 19(Suppl. 3):S20–S24.1630200610.1038/sj.jhh.1001956

[phy212720-bib-0012] Fagard, R. H. 2006 Exercise is good for your blood pressure: effects of endurance training and resistance training. Clin. Exp. Pharmacol. Physiol. 33:853–856.1692282010.1111/j.1440-1681.2006.04453.x

[phy212720-bib-0013] Fagard, R. H. , and V. A. Cornelissen . 2007 Effect of exercise on blood pressure control in hypertensive patients. Eur. J. Cardiovasc. Prev. Rehabil. 14:12–17.1730162210.1097/HJR.0b013e3280128bbb

[phy212720-bib-0014] Fernandes, R. A. , and A. Zanesco . 2010 Early physical activity promotes lower prevalence of chronic diseases in adulthood. Hypertens. Res. 33:926–931.2057442410.1038/hr.2010.106

[phy212720-bib-0015] Frenzel, H. , B. Schwartzkopff , W. Holtermann , H. G. Schnurch , A. Novi , and W. Hort . 1988 Regression of cardiac hypertrophy: morphometric and biochemical studies in rat heart after swimming training. J. Mol. Cell. Cardiol. 20:737–751.297571110.1016/s0022-2828(88)80018-x

[phy212720-bib-0016] Galindo, C. L. , M. A. Skinner , M. Errami , L. D. Olson , D. A. Watson , J. Li , et al. 2009 Transcriptional profile of isoproterenol‐induced cardiomyopathy and comparison to exercise‐induced cardiac hypertrophy and human cardiac failure. BMC Physiol. 9:23.2000320910.1186/1472-6793-9-23PMC2799380

[phy212720-bib-0017] Green, D. J. , A. Spence , J. R. Halliwill , N. T. Cable , and D. H. Thijssen . 2011 Exercise and vascular adaptation in asymptomatic humans. Exp. Physiol. 96:57–70.2097180010.1113/expphysiol.2009.048694

[phy212720-bib-0018] Hickson, R. C. , G. T. Hammons , and J. O. Holloszy . 1979 Development and regression of exercise‐induced cardiac hypertrophy in rats. Am. J. Physiol. 236:H268–H272.21727910.1152/ajpheart.1979.236.2.H268

[phy212720-bib-0019] Hickson, R. C. , T. M. Galassi , and K. A. Dougherty . 1983 Repeated development and regression of exercise‐induced cardiac hypertrophy in rats. J. Appl. Physiol. (1985) 54:794–797.10.1152/jappl.1983.54.3.7946221005

[phy212720-bib-0020] Huang, D. W. , B. T. Sherman , and R. A. Lempicki . 2008 Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc. 4:44–57.10.1038/nprot.2008.21119131956

[phy212720-bib-0021] da Huang, W. , B. T. Sherman , and R. A. Lempicki . 2009 Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res. 37:1–13.1903336310.1093/nar/gkn923PMC2615629

[phy212720-bib-0022] Iemitsu, M. , S. Maeda , T. Miyauchi , M. Matsuda , and H. Tanaka . 2005 Gene expression profiling of exercise‐induced cardiac hypertrophy in rats. Acta Physiol. Scand. 185:259–270.1626636810.1111/j.1365-201X.2005.01494.x

[phy212720-bib-0023] Kemi, O. J. , P. M. Haram , U. Wisloff , and O. Ellingsen . 2004 Aerobic fitness is associated with cardiomyocyte contractile capacity and endothelial function in exercise training and detraining. Circulation 109:2897–2904.1517302810.1161/01.CIR.0000129308.04757.72

[phy212720-bib-0024] Kemi, O. J. , M. Ceci , U. Wisloff , S. Grimaldi , P. Gallo , G. L. Smith , et al. 2008 Activation or inactivation of cardiac Akt/mTOR signaling diverges physiological from pathological hypertrophy. J. Cell. Physiol. 214:316–321.1794108110.1002/jcp.21197

[phy212720-bib-0025] Konhilas, J. P. , A. H. Maass , S. W. Luckey , B. L. Stauffer , E. N. Olson , and L. A. Leinwand . 2004 Sex modifies exercise and cardiac adaptation in mice. Am. J. Physiol. Heart. Circ. Physiol. 287:H2768–H2776.1531920810.1152/ajpheart.00292.2004PMC2637113

[phy212720-bib-0026] Konkalmatt, P. R. , R. J. Beyers , D. M. O'Connor , Y. Xu , M. E. Seaman , and B. A. French . 2013 Cardiac‐selective expression of extracellular superoxide dismutase after systemic injection of Adeno‐associated virus 9 protects the heart against post‐myocardial infarction left ventricular remodeling. Circ. Cardiovasc. Imaging 6:478–486.2353626610.1161/CIRCIMAGING.112.000320PMC3762576

[phy212720-bib-0027] Laker, R. C. , L. A. Gallo , M. E. Wlodek , A. L. Siebel , G. D. Wadley , and G. K. McConell . 2011 Short‐term exercise training early in life restores deficits in pancreatic beta‐cell mass associated with growth restriction in adult male rats. Am. J. Physiol. 301:E931–E940.10.1152/ajpendo.00114.201121810930

[phy212720-bib-0028] Laker, R. C. , M. E. Wlodek , G. D. Wadley , L. A. Gallo , P. J. Meikle , and G. K. McConell . 2012 Exercise early in life in rats born small does not normalize reductions in skeletal muscle PGC‐1*α* in adulthood. Am. J. Physiol. 302:E1221–E1230.10.1152/ajpendo.00583.201122354784

[phy212720-bib-0029] Lennon, S. L. , J. Quindry , K. L. Hamilton , J. French , J. Staib , J. L. Mehta , et al. 2004 Loss of exercise‐induced cardioprotection after cessation of exercise. J. Appl. Physiol. (1985) 96:1299–1305.1467296810.1152/japplphysiol.00920.2003

[phy212720-bib-0030] Leon, A. S. , and C. M. Bloor . 1976 The effect of complete and partial deconditioning on exercise‐induced cardiovascular changes in the rat. Adv. Cardiol. 18:81–92.13617510.1159/000399514

[phy212720-bib-0031] Lin, S. M. , P. Du , W. Huber , and W. A. Kibbe . 2008 Model‐based variance‐stabilizing transformation for Illumina microarray data. Nucleic Acids Res. 36:e11.1817859110.1093/nar/gkm1075PMC2241869

[phy212720-bib-0032] Lundby, C. , N. Nordsborg , K. Kusuhara , K. M. Kristensen , P. D. Neufer , and H. Pilegaard . 2005 Gene expression in human skeletal muscle: alternative normalization method and effect of repeated biopsies. Eur. J. Appl. Physiol. 95:351–360.1615183710.1007/s00421-005-0022-7

[phy212720-bib-0033] Ma, Z. , J. Qi , S. Meng , B. Wen , and J. Zhang . 2013 Swimming exercise training‐induced left ventricular hypertrophy involves microRNAs and synergistic regulation of the PI3K/AKT/mTOR signaling pathway. Eur. J. Appl. Physiol. 113:2473–2486.2381209010.1007/s00421-013-2685-9

[phy212720-bib-0034] McMullen, J. R. , and G. L. Jennings . 2007 Differences between pathological and physiological cardiac hypertrophy: novel therapeutic strategies to treat heart failure. Clin. Exp. Pharmacol. Physiol. 34:255–262.1732413410.1111/j.1440-1681.2007.04585.x

[phy212720-bib-0035] Meaney, M. J. , J. B. Mitchell , D. H. Aitken , S. Bhatnagar , S. R. Bodnoff , L. J. Iny , et al. 1991 The effects of neonatal handling on the development of the adrenocortical response to stress: implications for neuropathology and cognitive deficits in later life. Psychoneuroendocrinology 16:85–103.196184710.1016/0306-4530(91)90072-2

[phy212720-bib-0036] Miyamoto, S. , D. Del Re , S. Xiang , X. Zhao , G. Florholmen , and J. Brown . 2010 Revisited and revised: is RhoA always a villain in cardiac pathophysiology? J. Cardiovasc. Transl. Res. 3:330–343.2055977410.1007/s12265-010-9192-8PMC3005405

[phy212720-bib-0037] Mollica, J. P. , J. S. Oakhill , G. D. Lamb , and R. M. Murphy . 2009 Are genuine changes in protein expression being overlooked? Reassessing Western blotting Anal. Biochem. 386:270–275.1916196810.1016/j.ab.2008.12.029

[phy212720-bib-0038] O'Dowd, R. , J. C. Kent , J. M. Moseley , and M. E. Wlodek . 2008 Effects of uteroplacental insufficiency and reducing litter size on maternal mammary function and postnatal offspring growth. Am. J. Physiol. 294:R539–R548.10.1152/ajpregu.00628.200718077510

[phy212720-bib-0039] Pagel, C. N. , D. K. Wasgewatte Wijesinghe , N. Taghavi Esfandouni , and E. J. Mackie . 2014 Osteopontin, inflammation and myogenesis: influencing regeneration, fibrosis and size of skeletal muscle. J. Cell Commun. Signal. 8:95–103.2431893210.1007/s12079-013-0217-3PMC4063988

[phy212720-bib-0040] Pluim, B. M. , A. H. Zwinderman , A. van der Laarse , and E. E. van der Wall . 2000 The Athlete's Heart: a meta‐analysis of cardiac structure and function. Circulation 101:336–344.1064593210.1161/01.cir.101.3.336

[phy212720-bib-0041] Qi, Z. , J. He , Y. Su , Q. He , J. Liu , L. Yu , et al. 2011 Physical exercise regulates p53 activity targeting SCO2 and increases mitochondrial COX biogenesis in cardiac muscle with age. PLoS ONE 6:e21140.2175070410.1371/journal.pone.0021140PMC3131270

[phy212720-bib-0042] Siebel, A. L. , A. Mibus , M. J. De Blasio , K. T. Westcott , M. J. Morris , L. Prior , et al. 2008 Improved lactational nutrition and postnatal growth ameliorates impairment of glucose tolerance by uteroplacental insufficiency in male rat offspring. Endocrinology 149:3067–3076.1833970610.1210/en.2008-0128

[phy212720-bib-0043] Storgaard, H. , P. Poulsen , C. Ling , L. Groop , and A. A. Vaag . 2006 Genetic and nongenetic determinants of skeletal muscle glucose transporter 4 messenger ribonucleic acid levels and insulin action in twins. J. Clin. Endocrinol. Metab. 91:702–708.1629170710.1210/jc.2005-1172

[phy212720-bib-0044] Strom, C. C. , M. Aplin , T. Ploug , T. E. Christoffersen , J. Langfort , M. Viese , et al. 2005 Expression profiling reveals differences in metabolic gene expression between exercise‐induced cardiac effects and maladaptive cardiac hypertrophy. FEBS J. 272:2684–2695.1594380310.1111/j.1742-4658.2005.04684.x

[phy212720-bib-0045] Tipton, C. M. , J. M. Overton , E. B. Pepin , J. G. Edwards , J. Wegner , and E. M. Youmans . 1987 Influence of exercise training on resting blood pressures of Dahl rats. J. Appl. Physiol. (1985) 63:342–346.362413510.1152/jappl.1987.63.1.342

[phy212720-bib-0046] Tipton, C. M. , L. A. Sebastian , J. M. Overton , C. R. Woodman , and S. B. Williams . 1991 Chronic exercise and its hemodynamic influences on resting blood pressure of hypertensive rats. J. Appl. Physiol. (1985) 71:2206–2210.177891410.1152/jappl.1991.71.6.2206

[phy212720-bib-0047] Tsirka, A. E. , E. M. Gruetzmacher , D. E. Kelley , V. H. Ritov , S. U. Devaskar , and R. H. Lane . 2001 Myocardial gene expression of glucose transporter 1 and glucose transporter 4 in response to uteroplacental insufficiency in the rat. J. Endocrinol. 169:373–380.1131215310.1677/joe.0.1690373

[phy212720-bib-0048] Vickers, M. H. , B. H. Breier , W. S. Cutfield , P. L. Hofman , and P. D. Gluckman . 2000 Fetal origins of hyperphagia, obesity, and hypertension and postnatal amplification by hypercaloric nutrition. Am. J. Physiol. 279:E83–E87.10.1152/ajpendo.2000.279.1.E8310893326

[phy212720-bib-0049] Wadley, G. D. , and G. K. McConell . 2010 High‐dose antioxidant vitamin C supplementation does not prevent acute exercise‐induced increases in markers of skeletal muscle mitochondrial biogenesis in rats. J. Appl. Physiol. (1985) 108:1719–1726.2039554410.1152/japplphysiol.00127.2010

[phy212720-bib-0050] Wadley, G. D. , G. K. McConell , C. A. Goodman , A. L. Siebel , K. T. Westcott , and M. E. Wlodek . 2013 Growth restriction in the rat alters expression of metabolic genes during postnatal cardiac development in a sex‐specific manner. Physiol. Genomics 45:99–105.2323207510.1152/physiolgenomics.00095.2012

[phy212720-bib-0051] Wlodek, M. E. , A. Mibus , A. Tan , A. L. Siebel , J. A. Owens , and K. M. Moritz . 2007 Normal lactational environment restores nephron endowment and prevents hypertension after placental restriction in the rat. J. Am. Soc. Nephrol. 18:1688–1696.1744278810.1681/ASN.2007010015

[phy212720-bib-0052] Wlodek, M. E. , K. Westcott , A. L. Siebel , J. A. Owens , and K. M. Moritz . 2008 Growth restriction before or after birth reduces nephron number and increases blood pressure in male rats. Kidney Int. 74:187–195.1843218410.1038/ki.2008.153

[phy212720-bib-0053] Xie, Z. , M. Singh , and K. Singh . 2004 Osteopontin modulates myocardial hypertrophy in response to chronic pressure overload in mice. Hypertension 44:826–831.1553407810.1161/01.HYP.0000148458.03202.48

[phy212720-bib-0054] Zimanyi, M. A. , J. F. Bertram , and M. J. Black . 2004 Does a nephron deficit in rats predispose to salt‐sensitive hypertension? Kidney Blood Press. Res. 27:239–247.1527342610.1159/000079868

How the deposited data were processed for this re-analysis (not part of the article)

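Gene expression was measured in the whole heart of 36 male Control rats, 1 array per rat, on Illumina rat expression beadchips. The sample labels give 3 chips of 12 arrays, where the methods of the paper give 6 arrays per beadchip, and chip here is that of the labels. The groups were sedentary and early exercise rats killed at 9 weeks (7 each) and sedentary (7), early exercise (8) and later exercise rats (7) killed at 24 weeks. Restricted and Reduced litter rats were not measured on arrays.

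As deposited, the signal intensity of each probe is the summary exported after scanning, with no background correction, transformation or normalization per the values themselves. The detection score deposited beside it is headed as a p value, but it runs up with the signal and was read as 1 minus the detection p (0.95 or more counts as detected). The authors' methods describe background correction, variance stabilization and log2 transformation of the intensity values with lumi, followed by analysis of variance in Partek version 6.6, an unadjusted p of 0.05 or less and a fold below 0.75 or above 1.25. The log2 values deposited as the normalized table differ from those computed here by at most 0.0417, and the submitters' notes name R 3.2.2 and limma 3.24.15 as the tools used to make them. The variance-stabilized values were not used here, and the gene ontology analysis was not repeated.

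The intensity values were processed in R 4.3.3 with limma 3.58.1: normexp background correction from the detection score, an offset of 16, quantile normalization between arrays and log2. Of 22523 probes, 13793 carry 1 gene symbol and 8730 none, 13757 symbols were matched to a reference of current names and 4 of them changed. Probes detected on at least 7 arrays were kept (10956), among them 2918 without a symbol, and several probes of 1 gene were kept apart. After normalization the correlation between arrays ran from 0.964 to 0.996. The Ttn probe and 3 probes named LOC501637, LOC501548 and LOC501062 carry names only as the paper's tables give them.

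One linear model of the 5 groups was fitted with limma to all 36 arrays, with empirical Bayes moderation and Benjamini-Hochberg adjustment over the probes of each comparison. The comparisons, processing, gene lists, alternatives and rules for naming genes were chosen before the data were examined, apart from 3 alternatives described below. Genes were named if they stand in Table 6, if they were among the 8 probes each way with the largest log2 fold change at an adjusted p below 0.05 (where fewer than 5 passed, the 5 each way with the smallest p among those past the thresholds of the paper), if they were among the 4 members with the smallest p of a gene list that passed or that is reported, or if they stood among the 4 probes each way at the top of Tables 2, 3 and 5, whose values had been seen. Probes without a symbol were skipped, and some genes and lists that these rules cover are not used here. Gene lists, 35 in number, were tested with camera of limma at an inter-gene correlation of 0.01, each gene by its brightest probe, with adjustment over the lists of a comparison. A list member rose or fell when its probe passed an adjusted p of 0.05, once over all probes and once over the list alone. Single genes of Table 6 were also tested by exact permutation of 3432 (7 against 7 rats) or 6435 (7 against 8) groupings, two-sided.

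The fit was tested on simulated data, with 100 probes changed by 0.5 and 100 by 1 on the log2 scale in each comparison. Of these, 68 to 81 were recovered at 0.5 and 98 to 100 at 1, with 7 to 11 false calls. The simulated noise was independent between probes and held no chip or brightness structure, so these rates may not hold for the real arrays. Alternatives tried were no background correction, arrays scaled to a common median, the deposited log2 values, no detection filter, chip as a block, replicate number as a block, only the groups compared, no moderation, each early exercise rat of 24 weeks left out in turn, and for the lists an estimated correlation and fry. After seeing the data, array brightness as a covariate, a length score as a covariate (mean of very long transcripts minus mean of ribosomal protein genes) and the removal of later exercise replicates 3 and 5 were added.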

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

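The tests of array brightness, of chip and of macrophage content, the groupings within chips, and the covariates of brightness and length score, were chosen only after the result was seen.

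After later exercise 1346 probes differed from sedentary rats, with Bmpr2 at 0.401 times and Fmod at 2.25 times, and the arrays of that group were the dimmest. Brightness within groups accounts for 26.1% of the difference in the score of these probes (interval 7.39 to 44.8). The probes were picked by this same comparison, which can enlarge the difference and lower that share. The slope behind the share may also not hold for the dimmer later exercise arrays. The share therefore does not decide whether dimmer arrays are the whole cause. With brightness as a covariate 144 probes passed. There the median size of the 1346 went from 0.39 to 0.33 on the log2 scale and the median standard error from 0.11 to 0.13. The calls thus ended through a smaller size and a wider error. The call of 1882 probes with chip as a block argues against chip. A lower share of cardiac myocytes cannot be told apart from a change within them, since the median log2 fold change was above 0 in 2 of 4 marker lists (endothelial 0.03 and macrophage 0.09, against -0.07 for fibroblast and -0.08 for smooth muscle genes) with members going both ways. A technical contribution may remain, and the training itself stays open as the biological explanation.

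Genes with very long transcripts lay lower, and ribosomal protein genes higher, in every exercise group against its sedentary rats. Over the 36 arrays with group means removed the means of these lists ran against each other (r = -0.761, bootstrap interval -0.880 to -0.608, permutation p = 1e-05, the smallest possible), which is what a length-related loss of RNA or labelling yield between arrays would give. By a slope from arrays of the other groups, dimmer arrays account for 24.7% of the later exercise difference (interval -14.7 to 64.0). This argues against brightness as the whole cause only as far as that slope holds for the dimmer later exercise arrays. A difference in biology between rats that moves both gene sets is not excluded by these values. A length-related loss may therefore contribute to the list results for very long transcripts and ribosomal proteins, and with the length score as a covariate 298 probes passed after later exercise, the median size of the 1346 went from 0.39 to 0.24 and the median standard error from 0.11 to 0.13, and 1270 kept their direction.

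Spp1 had 0.213 times as much signal after later as after early exercise at 24 weeks (log2 -2.23, standard error 0.44). Leaving out any 1 rat gave an exact permutation p of at most 0.00233, against 0.00109 with all 15, which argues against a single rat. Spp1 is made by macrophages among other cells. The 23 macrophage markers had a median log2 difference of -0.040 (adjusted p = 0.461) and lay between -0.807 and 0.190, the 10 brightest between -0.418 and 0.190, all above the confidence interval of Spp1 (-3.13 to -1.33), which argues against macrophage content as the whole cause. With array brightness as a covariate Spp1 no longer passed (log2 -1.997, standard error 0.49, adjusted p = 0.140 in limma). Nor did it pass with only the groups compared fitted, or without the later exercise replicates removed after seeing the data. It passed with the length score (log2 -2.33). A technical contribution may therefore remain. By real-time PCR the paper reports a tendency of training as a whole to raise Spp1 mRNA, and reports no fall after later exercise. That tendency is over Control, Restricted and Reduced litter rats together, whereas the arrays hold Control rats only. It is therefore not a direct test of the array difference. A change of Spp1 in some macrophages or other cells and the timing of training stay open as biological explanations. So do the 72 h between the last bout and death in later exercise rats alone.

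The response to training at 24 weeks (later exercise) differed from that at 9 weeks (early exercise) for 16 probes by an interaction test in limma, 2 higher and 14 lower, all with the same sign on 3 chips, and 1429 probes had an unadjusted p below 0.05. No probe passed with brightness as a covariate in limma, where the median size of the 16 went from 0.81 to 0.68 and the median standard error from 0.17 to 0.19. Lower were Bmpr2 (ratio of folds 0.454, log2 -1.14, standard error 0.23, adjusted p = 0.0352), Itga1 (0.463), the activin receptor Acvr2b (0.531), the cytoskeletal adducin Add3 (0.532), the ubiquitin ligase Rnf125 (0.588, adjusted p = 0.0281), Senp6 (0.615), the kinase Mark2 (0.656) and Fbxl20 (0.664), and Npl (1.67) was higher. Of the gene lists, the interferon and MHC class I genes (27 of 28 above 0, median log2 0.42, adjusted p = 5.10e-08, with an estimated correlation 0.556), the MHC class II genes (6 of 7 above 0, 0.39, adjusted p = 0.000544, with an estimated correlation 0.130) and the very long transcripts (17 of 19 below 0, -0.30, adjusted p = 0.00327, with an estimated correlation 0.556) differed in the same test.

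The effect of early exercise at 24 weeks differed from that at 9 weeks for no single probe in limma (333 at an unadjusted p below 0.05), but gene lists differed, among them the interferon and MHC class I genes (26 of 28 above 0, median log2 0.31, adjusted p = 6.21e-08), MHC class II (6 of 7 above 0, 0.32, 0.00439), macrophage (19 of 23 above 0, 0.09, 0.00439) and fibroblast and matrix genes (29 of 43 above 0, 0.10, 0.00439), and the very long transcripts (16 of 19 below 0, -0.12, 0.0310). With an estimated correlation the adjusted p of these lists lay between 0.420 and 0.580, and no list passed with fry. A difference of these lists between ages is therefore not established.

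Later exercise replicate 4 lay apart from its group in the mean of the very long transcripts (8.20 against 8.51 to 8.74 log2 units in the other 6 rats), 1 of 50 groups of values tested, where chance picks out about 1 in 20. Age, which the paper does not analyse on the arrays, changed 715 probes between sedentary rats of 9 and 24 weeks.

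Other groupings of the same rats were counted for each comparison, 100 of them with the real one included. No other grouping called as many probes as the real one, which argues against chance, for later exercise (1346 probes, highest other grouping 466, 1 of 100) and for its 976 probes at the thresholds of the paper (highest other 832, 1 of 100). The same held for age (715, highest other 2, 1 of 100) and for the training response between ages (16, highest other 2, 1 of 100). For later against early exercise the count was below the limit of 5 of 100 set beforehand (48 probes, 2 of 100). Another grouping still called more (highest other 152), so chance is less likely there but not excluded. At the thresholds of the paper chance cannot be excluded in this way for early exercise at 9 weeks (137, highest other 359, 14 of 100) or at 24 weeks (197, highest other 293, 5 of 100). Where the count is 0 every grouping has as many (100 of 100), which decides nothing: early exercise at adjusted p at 9 weeks (highest other 26) and at 24 weeks (2) and the early exercise effect between ages (1). The groupings with the most probes at 9 weeks, after later exercise and for later against early exercise put 4, 5 and 5 arrays of chip 1 in one group and 0, 0 and 1 in the other, and at 24 weeks after early exercise 4 and 1, which points to a structure by chip. With chip as a block and arrays exchanged only within chips, no other grouping called as many probes for early exercise at 24 weeks (28 probes, highest other 15, 1 of 100, and 219 at the thresholds of the paper, highest other 211, 1 of 100). Nor did any for later exercise (1882, highest other 1291, 1 of 100, and 996, highest other 847, 1 of 100), for age (1046, highest other 374, 1 of 100) or for the training response (59, highest other 2, 1 of 100). These counts argue against chance. Other groupings called more for early exercise at 9 weeks at the thresholds of the paper (169, highest other 198, 2 of 100) and for later against early exercise (125, highest other 394, 3 of 100). Both lie below 5 of 100, so chance is less likely there but not excluded.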

How the results depend on the processing

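The covariates of brightness and length score and the removal of later exercise replicates 3 and 5 were chosen only after the result was seen. Of single gene and list results, 287 kept direction and side of the threshold with the deposited log2 values (1 no longer passed), 283 with replicate number as a block, 279 without background correction, 264 with chip as a block (21 then passed, 2 no longer), 263 with no detection filter (25 no longer passed) and 226 with median scaling (38 no longer passed, 7 then passed, 17 turned). Replicate numbers gave no clear sign of pairing: same-number arrays of different groups correlate at 0.0264 on average, with 29 of 70 pairs over 0.1, and 8 of 36 arrays correlate best with their own number. The paper placed brothers from a litter in different treatment groups, with up to 3 males per litter. Litter was not part of the fit or of the groupings, which treat all rats as independent. Signal over background limits which probes were tested (10956 of 22523). Of 100 simulated changes of 0.5 on the log2 scale, with noise independent between probes, 68 were recovered after later exercise and 70 to 81 in the other comparisons. Where no cause is given below, the cause was not tested.

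Under median scaling the median log2 fold change of all probes is -0.28 after later exercise, -0.21 for later against early exercise and -0.35 for the training response between ages. It gave 284 probes for early exercise at 9 weeks at the thresholds of the paper, 2 for early exercise at 24 weeks, 4624 for later exercise (3890 at the thresholds of the paper), 2252 for later against early exercise, 263 for age and 3456 for the training response, with 11, 9 and 7 lists after later exercise, for later against early exercise and for the training response. The citric acid cycle and sarcomere lists at 9 weeks turned direction (adjusted p = 0.993 and 0.787), as did Arfgap1 for later against early exercise (-0.050), Pygm at 9 weeks (0.032), F13a1 after early exercise at 24 weeks (-0.0093) and, after later exercise, Sod3 (log2 -0.0045), Gstm1 (-0.016), Ckb (-0.23), Pgam2 (-0.015), Eif4ebp1 (-0.16), Stat2 (-0.037), Psmb8 (-0.22), C1qc (-0.063), RT1-Ba (-0.17), Ndufb6 (-0.026), Rpl13 (-0.024) and Rps2 (-0.036). Without background correction the counts at the thresholds of the paper were 32 (early exercise, 9 weeks), 66 (early exercise, 24 weeks) and 461 (later exercise).

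Chip as a block gave 28 probes for early exercise at 24 weeks, 125 for later against early exercise and 59 for the training response, and turned Cox4i1 at 9 weeks (log2 -0.0024). Replicate number as a block gave 4, 182 and 52. No detection filter, under which more probes share the adjustment, gave 31 for later against early exercise, 1 for the training response and 2 lists for later against early exercise. Fitting only the groups compared bases the spread on those rats alone. It gave 584 after later exercise, 0 for later against early exercise (limma, against 48) and 7 for the training response. Why these counts fell was not tested. Leaving out 1 early exercise rat of 24 weeks gave 13 to 152 for later against early exercise and 175 to 254 at the thresholds of the paper for early exercise.

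With brightness as a covariate 144 probes passed after later exercise, 0 for later against early exercise and 0 for the training response, and Cox4i1 (log2 -0.00048) and Actb (-0.0089) turned at 9 weeks. With the length score 261 passed the thresholds of the paper at 9 weeks and 619 after early exercise at 24 weeks, 1 passed an adjusted p there and 298 after later exercise, and Sod3 (-0.18), Cox4i1 (-0.10), Pfkm (0.028) and Flnc (0.014) turned at 9 weeks, Cd74 (-0.0015) and F13a1 (-0.045) after early exercise at 24 weeks, and Ccn2 (0.0088) and Ndufa10 (0.0076) after later exercise. Without later exercise replicates 3 and 5 the counts were 873 (later exercise), 13 (later against early) and 4 (training response).

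Lists that passed numbered 7 for early exercise at 9 weeks (0 with an estimated correlation, 1 with fry), 10 at 24 weeks (1 and 3), 5 after later exercise (0 and 10), 6 for age (1 and 10), 3 for the training response (0 and 1) and 6 for the early exercise effect between ages (0 and 0).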

Differences from the paper's values

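The paper counts genes at an unadjusted p of 0.05 or less and a fold below 0.75 or above 1.25, and the counts here are probes past the thresholds of the paper. For early exercise at 9 weeks the paper's count is 21 (19 higher, 2 lower) and the count here 137 (119 higher, 18 lower). For early exercise at 24 weeks the paper's is 43 (35 higher, 8 lower) and the count here 197 (146 higher, 51 lower). For later exercise the paper's is 280 (196 higher, 84 lower) and the count here 976 (572 higher, 404 lower). Of the alternatives set before the data were examined, no background correction alone comes within 1.5 times of the paper's values, and only for 28 higher probes at 9 weeks and 11 lower probes after early exercise at 24 weeks. The other counts without background correction differ, as do all counts with median scaling, the deposited log2 values, no detection filter, chip as a block, replicate number as a block, no moderation, only the groups compared, and each early exercise rat of 24 weeks left out. For LOC501062 in Table 5 the paper's fold is 1.6 and the fold here 2.83. It falls within 1.5 times of the paper's with no background correction (2.00) and with median scaling (2.04), and not with the deposited log2 values (2.83), no detection filter (2.83), chip (2.81) or replicate number (2.83) as a block, or no moderation (2.83).

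The direction of change matched for 22 of 22 probes of Table 2, 43 of 43 of Table 3 and 36 of 36 of Table 5. For Table 2 this is the direction given in the text of the paper, and the legend of the table gives the other. Here 20, 38 and 36 of these probes pass the thresholds (20, 40 and 36 without background correction), and 0, 0 and 33 pass an adjusted p of 0.05 in limma. Across probes, which are not independent replicates, the log2 folds of the tables and those here correlate at 0.990, 0.965 and 0.980.

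The paper states that 4 of the 6 genes taken to real-time PCR, other than Cox4i1 and Ckm, were raised in both exercise groups on the array. Rhoa (1.49 times the sedentary signal after early and 1.43 after later exercise), Sod3 (1.33 and 1.40) and Actb (1.31 and 1.42) lay above 1 in both here. Spp1 was at 2.12 times the sedentary signal after early exercise here and at 0.451 times after later exercise, and the paper's Table 6 too gives a fold below 1 for Spp1 after later exercise. The paper states that later exercise upregulated many genes of energy metabolism and physiological cardiac growth. That statement rests on its unadjusted p and fold limits over all probes. The paper also found gene ontology terms overrepresented after later exercise, among them glucose metabolic process, heart development and regulation of cell growth. Those terms were not tested here. Its real-time PCR, over Control, Restricted and Reduced litter rats, gave higher Ckm after later exercise and a tendency of exercise to raise Cox4i1. The counts that follow are unlike it: they are members of the gene lists at an adjusted p below 0.05, by 1 probe per gene. Here 3 of 11 creatine kinase and energy transfer genes rose, Ckm (1.27 times) among them, and none fell, 2 of 55 oxidative phosphorylation genes rose, with Cox4i1 at 1.32 times, and 1 fell, and 1 of 35 fatty acid oxidation genes rose (Fabp3, 1.32 times) and 5 fell. Of 25 citric acid cycle genes none rose and 3 fell, and of 22 glycolytic genes 1 rose and 2 fell. Of 28 genes of insulin-like growth factor and Akt signaling 1 rose and 6 fell. Of 19 genes of a hypertrophy-associated fetal programme, a list not drawn up for physiological growth, 1 rose and none fell.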

Other observations

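Between 9 and 24 weeks the sedentary heart lost matrix gene expression. Col1a1, the main fibrillar collagen, fell to 0.228 times (log2 -2.14, adjusted p = 6.70e-10, 7 rats against 7), Eln, which encodes elastin, to 0.228, Col3a1 to 0.370 and Col5a1 to 0.402, and of 43 fibroblast and matrix genes 2 rose, 22 fell and 19 did not pass (3 and 23 adjusted over the list alone, median log2 -0.45, camera adjusted p = 5.77e-17, adjusted p = 0.00191 with an estimated correlation). Red cell genes fell, with Ahsp at 0.352 times and Alas2 at 0.381 (4 of 7 fell, median log2 -0.76, adjusted p = 0.000168, with an estimated correlation 0.246). The lipid enzymes Alox15 and Scd fell to 0.148 and 0.229 times. Spp1 rose to 9.15 times (log2 3.19, standard error 0.45, adjusted p = 8.49e-06), and the Z-disc gene Myot rose to 4.04 times (adjusted p = 1.52e-11), Art1 to 3.89, the stretch-response gene Ankrd23 to 3.66, the potassium channel subunit Kcne1 to 2.66, Oas1k to 2.62, the monoamine oxidase Maoa to 2.54 and the glucocorticoid-induced Fkbp5 to 2.51.

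Interferon and MHC genes were also lower at 24 weeks. Of 28 interferon and MHC class I genes 13 fell (median log2 -0.58, adjusted p = 4.67e-14, with an estimated correlation 0.229), and of 7 MHC class II genes 3 fell, RT1-Db1 to 0.523 times, RT1-Da and RT1-Ba (log2 -0.74 and -0.70), with a list adjusted p of 0.000260 (0.0703 with an estimated correlation). The macrophage (adjusted p = 0.545), neutrophil and mast cell (0.536) and lymphocyte lists (0.453) did not pass. Of 22 endothelial genes Cldn5 fell (log2 -0.36, not past the threshold with median scaling), and the list had an adjusted p of 0.000260 (0.357 with an estimated correlation). In all 380 probes rose and 335 fell with age, 703 of the 715 with the same sign on all 3 chips, and with arrays scaled to a common median 69 rose and 194 fell.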
